# Chronic hyperactivation of midbrain dopamine neurons causes preferential dopamine neuron degeneration

**DOI:** 10.7554/eLife.98775

**Published:** 2025-08-26

**Authors:** Katerina Rademacher, Zak Doric, Dominik Haddad, Aphroditi Mamaligas, Szu-Chi Liao, Rose Creed, Kohei Kano, Zac Chatterton, Yuhong Fu, Joseph H Garcia, Victoria M Vance, Yoshitaka J Sei, Anatol Kreitzer, Glenda Halliday, Alexandra B Nelson, Elyssa Margolis, Ken Nakamura

**Keywords:** dopamine neuron, neural activity, neurodegeneration, Parkinson's disease, DREADD, Mouse

## Abstract

Parkinson’s disease (PD) is characterized by the death of substantia nigra pars compacta (SNc) dopamine (DA) neurons, but the pathophysiological mechanisms that precede and drive their death remain unknown. The activity of DA neurons is likely altered in PD, but we understand little about if or how chronic changes in activity may contribute to degeneration. To address this question, we developed a chemogenetic (DREADD) mouse model to chronically increase DA neuron activity and confirmed this increase using ex vivo electrophysiology. Chronic hyperactivation of DA neurons resulted in prolonged increases in locomotor activity during the light cycle and decreases during the dark cycle, consistent with chronic changes in DA release and circadian disturbances. We also observed early, preferential degeneration of SNc projections, recapitulating the PD hallmarks of selective vulnerability of SNc axons and the comparative resilience of ventral tegmental area axons. This was followed by the eventual loss of midbrain DA neurons. Continuous DREADD activation resulted in a sustained increase in baseline calcium levels, supporting a role for increased calcium in the neurodegeneration process. Finally, spatial transcriptomics from DREADD mice examining midbrain DA neurons and striatal targets, and cross-validation with human patient samples, provided insights into potential mechanisms of hyperactivity-induced toxicity and PD. Our results thus reveal the preferential vulnerability of SNc DA neurons to increased neural activity and support a potential role for increased neural activity in driving degeneration in PD.

## Introduction

In Parkinson’s disease (PD), the loss of substantia nigra pars compacta (SNc) dopamine (DA) neurons leads to severe disruption of circuit dynamics in the basal ganglia. Compensation for DA loss involves changes in the activity of both surviving SNc neurons and of other downstream neurons in the circuit. Indeed, following lesions of the nigrostriatal pathway in rats, surviving SNc DA neurons are hyperactive (Hollerman and Grace, 1990), release additional DA (Zigmond et al., 1984; Agid et al., 1973; Hefti et al., 1980; Zhang et al., 1988), and have reduced DA reuptake (Zigmond et al., 1984). Massive loss of DA neurons (Hollerman and Grace, 1990; Chen et al., 2009; Stachowiak et al., 1987), complete loss of mitochondrial complex I activity (González-Rodríguez et al., 2021), and loss of the mitochondrial PD protein PINK1 (Bishop et al., 2010) can also result in increased burst firing (Schiemann et al., 2012; Morikawa and Paladini, 2011). Therefore, DA neurons are predisposed to altered activity in the setting of extensive loss or stress, which may drive ongoing disease processes. Some lines of evidence support the potential role of hyperactivity in disease initiation, including increased activity in a subset of DA neurons before their degeneration in MitoPark mice (Good et al., 2011), increased spontaneous firing in PD patient-derived iPSC DA neurons (Lin et al., 2021), and increased activity of nigrostriatal DA neurons in genetic models of PD (Bishop et al., 2010; Regoni et al., 2020). Moreover, critical PD disease proteins including α-synuclein, LRRK2, PINK1, and Parkin can influence the level of neural activity (Regoni et al., 2020; Dagra et al., 2021; Janezic et al., 2013; Dodson et al., 2016; Subramaniam et al., 2014; Chou et al., 2019). In particular, the normal function of α-synuclein is believed to be regulating neural activity (Nemani et al., 2010), further supporting the idea that changes in neural activity may contribute to disease pathophysiology. Circuit-level changes may also contribute to adverse DA neuron activity. For instance, evidence from primate models suggests that the subthalamic nucleus, which sends a glutamatergic projection to the SNc, is hyperactive in PD (Bergman et al., 1994). While system-level changes may be compensatory and partially restore DA levels and overall motor function, they may also have adverse consequences.

Healthy SNc DA neurons are believed to have immense energetic requirements due to their pacemaking activity, active calcium pumping, unmyelinated, or poorly myelinated fibers (Braak and Del Tredici, 2004; Tagliaferro and Burke, 2016), and large axonal arbors (Haddad and Nakamura, 2015). This large energetic requirement likely accounts for their intrinsic vulnerability to mitochondrial insults, including complex I disruption (González-Rodríguez et al., 2021; Betarbet et al., 2000; Doric and Nakamura, 2021) and impairments in mitochondrial dynamics (Berthet et al., 2014) and turnover (Li et al., 2021). Neighboring ventral tegmental area (VTA) neurons are relatively spared in PD (German et al., 1992; Kish et al., 1988), and this may be due to lower reliance on calcium oscillations for pacemaking (Khaliq and Bean, 2010), their ability to buffer calcium more effectively than SNc neurons (German et al., 1992), and smaller axon arbors (Matsuda et al., 2009; Surmeier and Schumacker, 2013; Pacelli et al., 2015; Giguère et al., 2019). Thus, combined with disease-related stress, the metabolic impact of even mild hyperactivity may trigger or accelerate degeneration in SNc DA neurons. In support of this hypothesis, inhibiting the excitatory input from the STN protects SNc DA neurons from 6-OHDA and MPTP toxicity (Piallat et al., 1996; Bergman et al., 1990). However, empirical evidence linking chronic changes in neural activity to the degeneration of SNc DA neurons in PD is lacking. Recordings from putative SNc neurons in PD patients displayed twofold higher burst firing when compared to recordings from healthy rodents and nonhuman primates despite similar mean firing rates, though this data is difficult to interpret without human controls (Schiemann et al., 2012; Zaghloul et al., 2009).

Additionally, changes in calcium dynamics during hyperactivity can also drive metabolic stress. SNc DA neurons rely on voltage-gated Ca_v_1.3 calcium channels to support pacemaking, and blocking these channels is protective against the toxicity of 6-OHDA and MPTP (Wang et al., 2017; Ilijic et al., 2011). While classic excitotoxicity involves cytosolic calcium overload and acute cell death, chronic synaptic hyperactivity results in sublethal stress to mitochondria, promoting calcium dysregulation and dendritic atrophy (Verma et al., 2022). Mitochondrial calcium overload has been observed in the setting of *Lrrk2* mutation and PINK1 deficiency (Verma et al., 2022). Therefore, altered activity, metabolic stress, and calcium overload may all contribute to DA neuron death.

To understand if chronic hyperactivation of DA neurons is sufficient to cause neurodegeneration, we developed a chemogenetic mouse model. Our results indicate that chronically increasing neural activity in midbrain DA neurons results in alteration of circadian locomotion patterns, and prolonged activation leads to selective degeneration of SNc axons and eventual death of midbrain DA neurons. These changes were accompanied by altered intracellular calcium dynamics and transcriptomic changes consistent with calcium dysregulation, supporting a role for increased neural activity in driving neurodegeneration in PD.

## Results

To model a chronic increase in DA neuron activity, as may occur in PD, we used a chemogenetic approach. We first expressed the excitatory DREADD hM3Dq specifically in DA neurons using stereotaxic delivery of Cre-dependent hM3Dq AAV to the SNc and VTA of mice expressing Cre under the DA transporter promoter (*Slc6a3^IRES-Cre^* or DAT^IRES*cre*^). Next, we measured the acute behavioral effects of chemogenetic activation of DA neurons. As locomotor output is strongly tied to nigrostriatal DA function (da Silva et al., 2018; Jin and Costa, 2010; Kravitz et al., 2010), we used home cage wheel running as an in vivo proxy for changes in DA function. Mice were single-housed, and locomotion was quantified based on wheel rotation. Two weeks after viral injection, we administered clozapine-*N*-oxide (CNO) by i.p. injection (0.5 mg/kg) and confirmed that mice responded with an acute increase in wheel running as an indicator of successful DREADD expression (Figure 1—figure supplement 1A). The resulting hM3Dq-expressing DAT^IRES*cre*^ mice were then randomly assigned to be administered either vehicle (2% sucrose, to compensate for CNO’s bitter flavor [Kumar et al., 2024]) or CNO (2% sucrose, 300 mg/L CNO) via drinking water ad libitum for 2 weeks (Figure 1A). This strategy allowed us to chronically activate SNc and VTA DA neurons.

**Figure 1.**
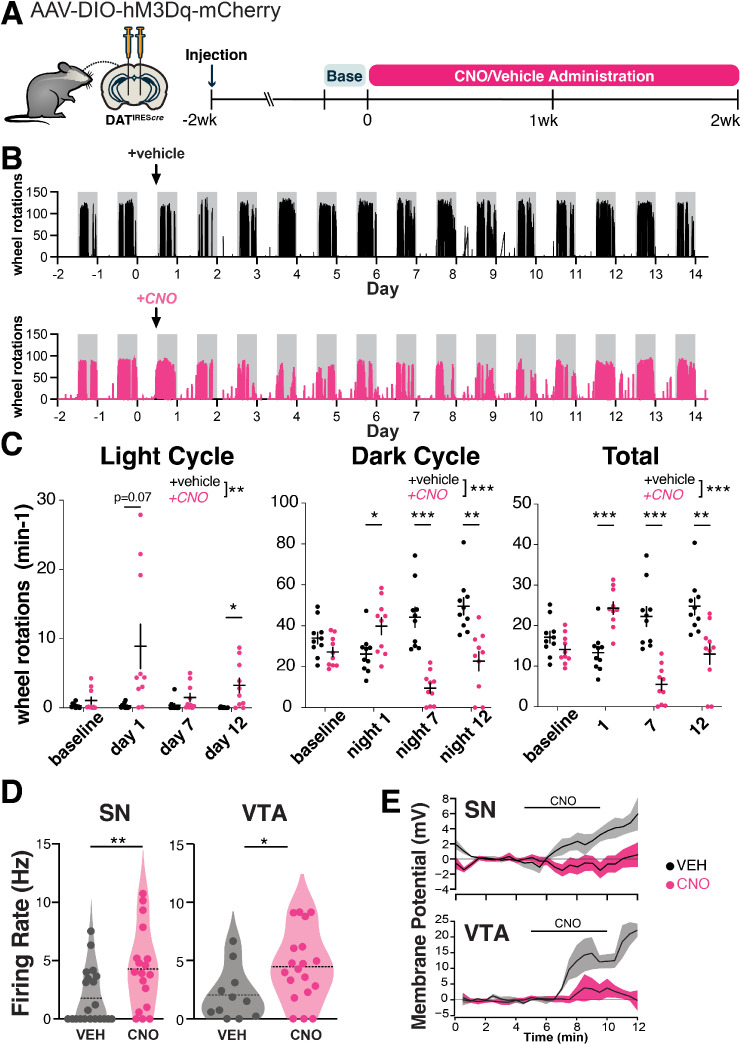
Chronic hM3Dq activation persistently alters the activity of substantia nigra pars compacta (SNc) dopamine neurons. (**A**) Graphical illustration summarizing experimental design. Recombinant AAV encoding a conditional allele of the hM3Dq(DREADD)-mCherry was injected bilaterally into the ventral midbrain of 4- to 5-month-old DAT^IRES*cre*^ mice. CNO (300 mg/L) or vehicle (2% sucrose in water) was administered ad libitum via drinking water for 2 weeks, and the animals were perfused the next day. Changes in locomotion were assessed with running wheels. The 2 days preceding the start of treatment were used as a measure for baseline locomotion. (**B**) Representative traces of wheel usage for animals given control vehicle water (top) or CNO water (bottom). Arrows denote start of treatment. Gray background shading indicates dark cycle hours. (**C**) Mean wheel usage for selected days during the experiment, segregated by light (left), dark (middle), and total (light+dark; right) cycles. n=10 animals/group from 2 independent experiments. (**D**) Spontaneous firing rate was measured during the first 2 min of whole-cell recordings. n = 21 neurons from 4 vehicle-treated mice and 18 neurons from 5 CNO-treated mice for SN and 11 neurons from 2 vehicle-treated mice and 19 neurons from 2 CNO-treated mice for VTA. (**E**) Time course of responses to bath application of 1 μM CNO ex vivo measured in current clamp in neurons from vehicle-treated and CNO-treated mice. n = 5 neurons from vehicle-treated mice and 9 neurons from CNO-treated mice for SN and 3 neurons from vehicle-treated mice and 7 neurons from CNO-treated mice. Data indicate mean ± SEM. *p≤0.05, **p<0.01, ***p<0.001 by two-way ANOVA and Holm-Sidak post hoc test (**C**). *p≤0.05, **p=0.01 by t-test or permutation (nonparametric) analysis (**D**).

**Figure 1—figure supplement 1.**
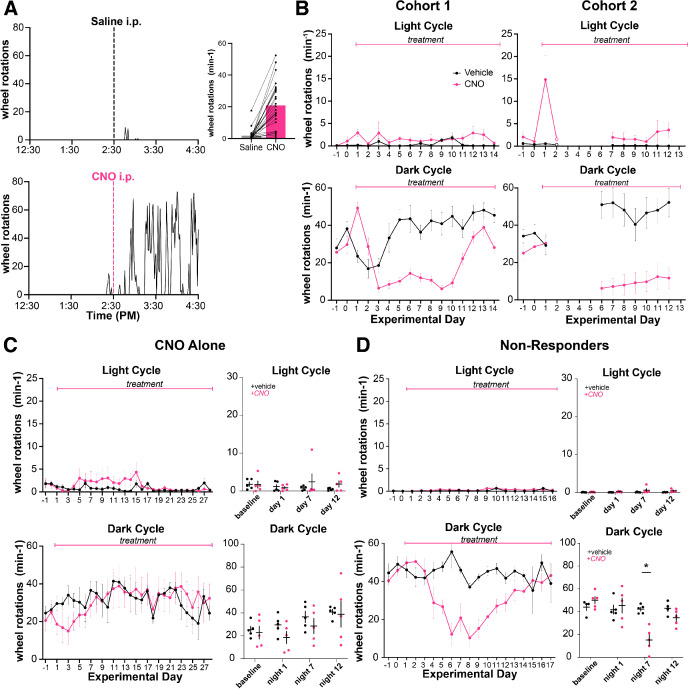
Additional behavior data. (**A**) (Left) Representative running wheel traces of a DAT^IRES*cre*^ mouse injected with AAV-hM3Dq(DREADD)-mCherry following i.p. injection of either saline (left) or clozapine-*N*-oxide (CNO) (right). Dotted line indicates time of injection. (Right) Average running wheel rotations per minute over 3 hr time period of DAT^IRES*cre*^ mice injected with AAV-hM3Dq(DREADD)-mCherry following saline or CNO i.p. injection. (**B**) Average running wheel rotations per minute over 12 hr light (top) and dark (bottom) cycles for two independent cohorts of DAT^IRES*cre*^ mice injected with AAV-hM3Dq(DREADD)-mCherry. CNO (300 mg/L) or vehicle (2% sucrose in water) was administered ad libitum via drinking water for 2 weeks, and the animals perfused the next day. Some data was lost from days 2–6 and 13–14 due to technical issues during Cohort 2. Open circles in light cycle denote incomplete datasets (3 hr). n=5 animals/group/cohort. (**C**) (Left) Average running wheel rotations per minute over 12 hr light (top) and dark (bottom) cycles for non-injected DAT^IRES*cre*^ (CNO alone) mice. (Right) Mean wheel usage for selected days during the experiment, segregated by light (top) or dark (bottom) cycles. n=5 animals/group. (**D**) (Left) Average running wheel rotations per minute over 12 hr light (top) and dark (bottom) cycles for DAT^IRES*cre*^ mice injected with AAV-hM3Dq(DREADD)-mCherry that did not display acute running wheel responses to i.p. of CNO. (Right) Mean wheel usage for selected days during the experiment, segregated by light (top) or dark (bottom) cycles. n=5 animals/group. Data indicate mean ± SEM. *p<0.05 by two-way ANOVA followed by Holm-Sidak post hoc test.

**Figure 1—figure supplement 2.**
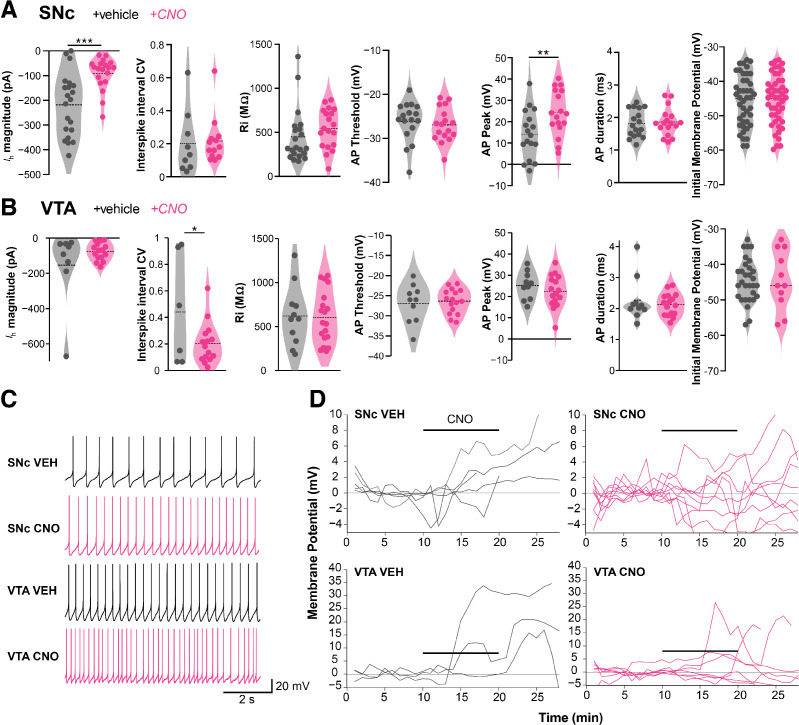
Additional electrophysiology data. (**A**) Substantia nigra pars compacta (SNc) dopamine (DA) neurons expressing the DREADD and activated for 1 week in vivo showed alterations in clozapine-*N*-oxide (CNO) responses and overall physiology. *I*_h_ magnitude was measured in whole-cell voltage clamp configuration, *V*_holding_ = –60 stepping to –120 mV in neurons from vehicle-treated cells vs CNO-treated cells. Firing regularity and input resistance were measured during the first 2 min of whole-cell recordings. Spontaneous action potential (AP) waveforms were compared across groups for threshold membrane potential, peak membrane potential, and duration. Initial membrane potential was measured upon first breaking into the cells for whole-cell recordings. (**B**) Ventral tegmental area (VTA) DA neurons expressing the DREADD and activated for 1 week in vivo showed alterations in CNO responses and overall physiology. Time course of responses to bath application of 1 μM CNO ex vivo measured in current clamp in neurons from vehicle-treated and CNO-treated mice. Spontaneous firing rate was measured during the first 2 min of whole-cell recordings. *I*_h_ magnitude was measured in whole-cell voltage clamp configuration, *V*_holding_ = –60 stepping to –120 mV in neurons from vehicle-treated cells vs CNO-treated cells. Firing regularity and input resistance were measured during the first 2 min of whole-cell recordings. Spontaneous AP waveforms were compared across groups for threshold membrane potential, peak membrane potential, and duration. Initial membrane potential was measured upon first breaking into the cells for whole-cell recordings. (**C**) Example traces of spontaneous firing activity from whole-cell current clamp recordings (*I*=0 pA) in SNc and VTA neurons from vehicle- and CNO-treated mice. (**D**) The traces from each neuron tested with 1 μM CNO. These data are summarized in Figure 1E. Each point represents one neuron recorded from 4 vehicle-treated and 5 CNO-treated mice (SN) or 2 vehicle-treated and 2 CNO-treated mice (VTA). *p≤0.05, **p≤0.01, ***p≤0.005 by t-test or permutation (nonparametric) analysis.

Previous reports indicate that chemogenetic activation of DA neurons leads to increased locomotion (Wang et al., 2013), but the effects of chronic, long-term activation remain unknown. During the first day of treatment, CNO-treated animals were more active than controls during the dark cycle and also strongly trended toward more activity during the light cycle (Figure 1B and C). By day 3 of treatment, dark cycle activity markedly decreased in CNO-treated DREADD-expressing mice and remained decreased for the rest of the treatment time, whereas activity during the light cycle remained increased (Figure 1B and C, Figure 1—figure supplement 1B). Decreased wheel usage in CNO-treated animals may reflect a consequence of circadian disruption. The prolonged changes in wheel activity indicate that the behavioral effects of chemogenetic activation persist throughout the 2-week testing period. In contrast, when DAT^IRES*cre*^ mice were given CNO for 4 weeks in the absence of the DREADD (CNO alone), there were no significant changes in activity in either light or dark cycles (Figure 1—figure supplement 1C). These results indicate that CNO alone does not significantly alter mouse activity.

We performed a similar experiment administering CNO for 2 weeks to DAT^IRES*cre*^ mice injected with hM3Dq that did not respond to acute CNO IP injection (nonresponders; Figure 1—figure supplement 1D). Nonresponders did not show strong initial changes to light or dark cycle wheel usage in the first few days of treatment but did show persistent decreases in dark cycle usage. Presumably, the lack of early changes reflects either differences in the amount of hM3Dq expressed or the proportion of neurons that are transfected.

To gain insight into the impact of prolonged chemogenetic activation on DA neuron electrophysiology, we performed ex vivo whole-cell recordings in DREADD-expressing SNc neurons in midbrain slices after 7 days of in vivo treatment with CNO or vehicle. In vivo DREADD activation induced several changes in somatodendritic properties of SNc neurons, including a marked decrease in the magnitude of the hyperpolarization-activated nonselective cation current *I*_h_ (Figure 1—figure supplement 2A). It also led to an increase in the spontaneous firing rate (Figure 1D, Figure 1—figure supplement 2C), indicating a persistent increase in firing rate with CNO treatment. The rate of firing was decreased somewhat in controls relative to historical controls from our lab (Berthet et al., 2014), possibly reflecting mild cellular stress from the AAV virus. We did not observe a difference in the coefficient of variation of the interspike interval between treatment groups; thus, there was no change in the regularity of pacemaker firing (Figure 1—figure supplement 2A). In vivo CNO led to a more depolarized action potential (AP) peak voltage in spontaneous APs (Figure 1—figure supplement 2A). CNO treatment did not impact AP threshold voltage or duration (Figure 1—figure supplement 2A), indicating that AP waveforms were not degraded.

To measure the direct physiological impact of DREADD activation in SNc neurons, we also acutely bath-applied 1 µM CNO to these slices. Interestingly, while SNc neurons from CNO-naïve hM3Dq mice depolarized in response to acute CNO, chronic exposure to CNO for 1 week in vivo eliminated this acute response (in neurons from vehicle-treated mice: 4.9±2.9 mV [n=5], in neurons from CNO-treated mice: –0.5±1.0 mV [n=9]; p=0.05, t-test, Figure 1E, Figure 1—figure supplement 2D). Taken together, these findings indicate that 7 days of CNO treatment increased spontaneous firing but altered hM3Dq function such that acute physiological impacts were no longer apparent. The absence of an acute response may indicate a change in the coupling or availability of the receptors, an adaptation or dysfunction within the neurons, or a homeostatic response to prolonged activation. This may also reflect early stages of toxicity to the CNO-treated DA neurons.

We performed similar recordings in DREADD-expressing VTA neurons. As in the SNc, we found that the spontaneous firing rate was higher with 7 days of in vivo DREADD activation (Figure 1D, Figure 1—figure supplement 2C). Unlike the SNc, the coefficient of variation of the interspike interval was decreased in VTA neurons from the CNO-treated mice, indicating more regular firing patterns (Figure 1—figure supplement 2B). Also unlike the SNc, VTA neurons did not display changes in *I*_h_ magnitude or changes in AP peak voltage in spontaneous APs following chronic in vivo DREADD activation (Figure 1—figure supplement 2B). In vivo treatment did not impact AP threshold voltage, AP peak, AP duration, input resistance, or initial membrane potential in VTA neurons (Figure 1—figure supplement 2B).

In response to acute bath application of CNO to slices, VTA neurons from CNO-naïve hM3Dq mice depolarized, while those from mice that received chronic 7-day exposure in vivo to CNO showed markedly reduced but not fully eliminated responses (in neurons from vehicle-treated mice: 11.2±8.5 mV [n=3], in neurons from CNO-treated mice: 2.0±2.2 mV [n=7]; p=0.17 t-test, Figure 1E, Figure 1—figure supplement 2D), indicating some retained hM3Dq functionality. Together, these data may reflect resilience to chronic activation in VTA neurons compared to SNc neurons.

### SNc axons are preferentially vulnerable to chronic hM3Dq activation

To determine if chronic chemogenetic activation of DA neurons for 2 weeks induces degeneration, we first quantified its effects on axonal integrity in the striatum. Strikingly, compared to vehicle-treated mice, hM3Dq-expressing animals treated with CNO lost ≈40% of their dopaminergic axons in the dorsal striatum, as evidenced by decreases in both TH immunoreactivity and reporter mCherry immunofluorescence (Figure 2A and B). The same perturbation had a lesser impact on nucleus accumbens and no impact on olfactory tubercle DA afferents. Notably, TH immunoreactivity and mCherry immunofluorescence also decreased in nonresponder mice following 2 weeks of treatment (Figure 2—figure supplement 1A), although the extent of decrease was somewhat less than in responders. After a shorter 1-week treatment period in a small cohort, we also observed a trend for decreased TH immunoreactivity in the CPu (Figure 2—figure supplement 1B).

**Figure 2.**
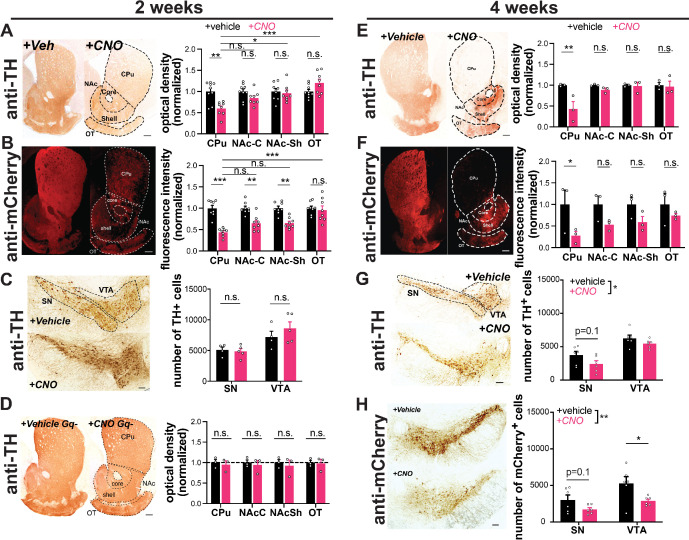
Chronic activation with AAV-hM3Dq-DREADDs is preferentially toxic to nigrostriatal axons. DAT^IRES*cre*^ mice expressing hM3Dq(DREADD)-mCherry (**A–C, E–H**) or no virus injection (**D**) in dopamine (DA) neurons. Example images of TH (**A,D,E**) and mCherry (**B,F**) immunoreactivity in striatal sections of mice treated for 2 or 4 weeks with vehicle (left) or clozapine-*N*-oxide (CNO) (right) via drinking water. DA neuron projection areas in dorsal and ventral striatum are indicated with dotted lines. Quantifications for TH (**A,D,E**) and mCherry (**B,F**) optical density at 2 and 4 weeks show preferential loss in CPu. n=8–9 (**A**), 8 (**B**), or 3 (**D, E, F**) animals/group, 3–5 sections/animal. (**C,G,H**) Images of TH and mCherry (4 weeks only) immunoreactivity in midbrain of vehicle (top) or CNO (bottom) treated mice at 2 or 4 weeks. SN and VTA regions are indicated with dotted lines. (**C,G,H**) Stereology estimating the number of TH+ or mCherry+ DA neurons. Chronic CNO treatment of hM3Dq(DREADD)-expressing mice shows a significant decrease in both TH and mCherry immunoreactivity and DA neuron number. n=4–5 hemispheres (one per mouse) (**C**) or 6 hemispheres (two per mouse) (**G, H**) per group. Scale bars indicate 100 μm in the midbrain and 200 μm in the striatum. Data indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 by two-way ANOVA and Holm-Sidak post hoc test. n.s.: not significant. SN: substantia nigra, VTA: ventral tegmental area, CPu: caudate putamen, NAc-C: nucleus accumbens core, NAc-Sh: nucleus accumbens shell, OT: olfactory tubercle.

**Figure 2—figure supplement 1.**
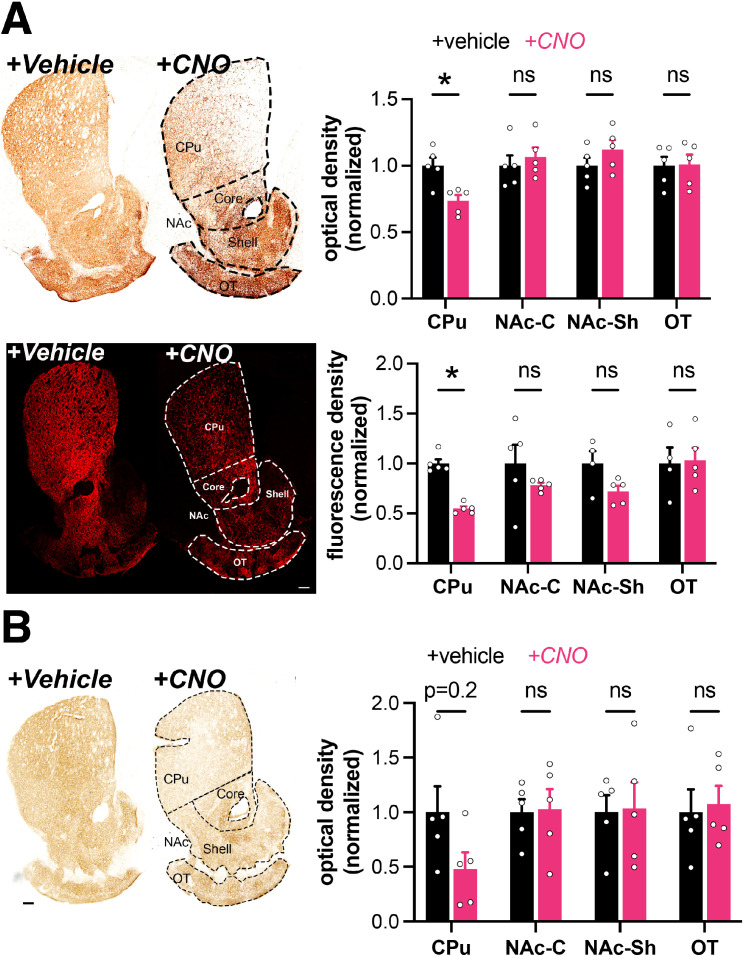
Additional histological data. (**A**) (Top) Example images of TH immunoreactivity in striatal sections of nonresponder mice treated for 2 weeks with vehicle (left) or clozapine-*N*-oxide (CNO) (right) via drinking water. Dopamine (DA) neuron projection areas in dorsal and ventral striatum are indicated with dotted lines. Quantification for TH optical density shows preferential loss in CPu. n=5 animals/group, 2–4 sections/animal. (**B**) Example images of TH immunoreactivity in striatal sections of hM3Dq-expressing mice treated for 1 week with vehicle (left) or CNO (right) via drinking water. DA neuron projection areas in dorsal and ventral striatum are indicated with dotted lines. Quantification for TH optical density shows a trend for preferential loss in CPu. n=5 animals/group, 3–5 sections/animal. Scale bars indicate 200 μm. Data indicate mean ± SEM. *p<0.05 by two-way ANOVA and Holm-Sidak post hoc test. n.s.: not significant. CPu: caudate putamen, NAc-C: nucleus accumbens core, NAc-Sh: nucleus accumbens shell, OT: olfactory tubercle.

We also assessed the impact of 2 weeks of activation on DA neuron survival in the midbrain. With stereological quantification, we found no difference in neuron number between CNO-treated animals and vehicle-treated controls in the SNc or VTA (Figure 2C). Therefore, at this time point, CNO-treated mice exhibit severe axonal degeneration without DA neuron death.

To ensure that the loss of DA terminals was not due to an off-target effect of CNO, we assessed TH expression in CNO alone animals. These mice did not show a decrease in dopaminergic axons in the CP (Figure 2D), supporting the conclusion that the axonal degeneration requires hM3Dq activation.

We next assessed the impact of more prolonged activation on degeneration of DA neuron somata. Mice treated with CNO for 4 weeks lost the majority of axons projecting to the CP (Figure 2E and F), while fibers in the nucleus accumbens and olfactory tubercle were again preferentially spared. Moreover, following 4 weeks of CNO treatment, there was a significant decrease in the overall number of TH+ midbrain (SNc and VTA) DA neurons, assessed by stereology (Figure 2G and H). Although the loss of TH reactivity can occur in the absence of neuronal death, there was a similar decrease in the number of mCherry+ DA neurons (labeled by DsRed) in the midbrain. The alignment of these findings supports true loss of DA neurons, although quantitation of mCherry+ DA neurons specifically informs the impact on transduced DA neurons, and this analysis does not account for the variability between injections. Together, these data suggest that, similar to PD progression in humans (Kordower et al., 2013), axonal impairment precedes cell body loss in this model. No preferential loss of SNc vs VTA cell bodies was detected at this time point.

### Chronic activation increases baseline population calcium levels in midbrain DA neurons

hM3Dq activation may increase neural activity by increasing intracellular calcium levels (Roth, 2016), and increased neural activity should also increase intracellular calcium. To determine the impact of 2 weeks of hM3Dq activation on intracellular calcium concentrations in DA neurons, we bred DAT^IRES*cre*^ mice to Ai148D mice that contain a Cre-dependent GCaMP6f calcium indicator and injected them bilaterally with the Cre-dependent hM3Dq AAV (Figure 3A). The fluorescent signal was used to guide implantation of an optical fiber in the midbrain of animals (Figure 3B and C), with confirmed hM3Dq expression based on increased wheel running in response to i.p. CNO (Figure 1—figure supplement 1A). Mice were administered CNO or vehicle water and then placed in arenas for 10 min fiber photometry recording sessions every 1–3 days over the 2-week treatment period. Mean fluorescence levels served as a proxy for population-level intracellular calcium concentrations. We observed a small trend for increased fluorescent signal the day after starting CNO that persisted for days 3 through 5 but did not reach significance (Figure 3D–F). Interestingly, this was followed by a second, much larger increase in calcium levels between 10 and 17 days (Figure 3D–F), that occurred in parallel with axon loss (Figure 2A, Figure 2—figure supplement 1B). To determine if the increase in neural activity was reversible, we performed two additional recording sessions after removing CNO from the drinking water. Although there was a small trend for decreased fluorescence, this did not reach significance.

**Figure 3.**
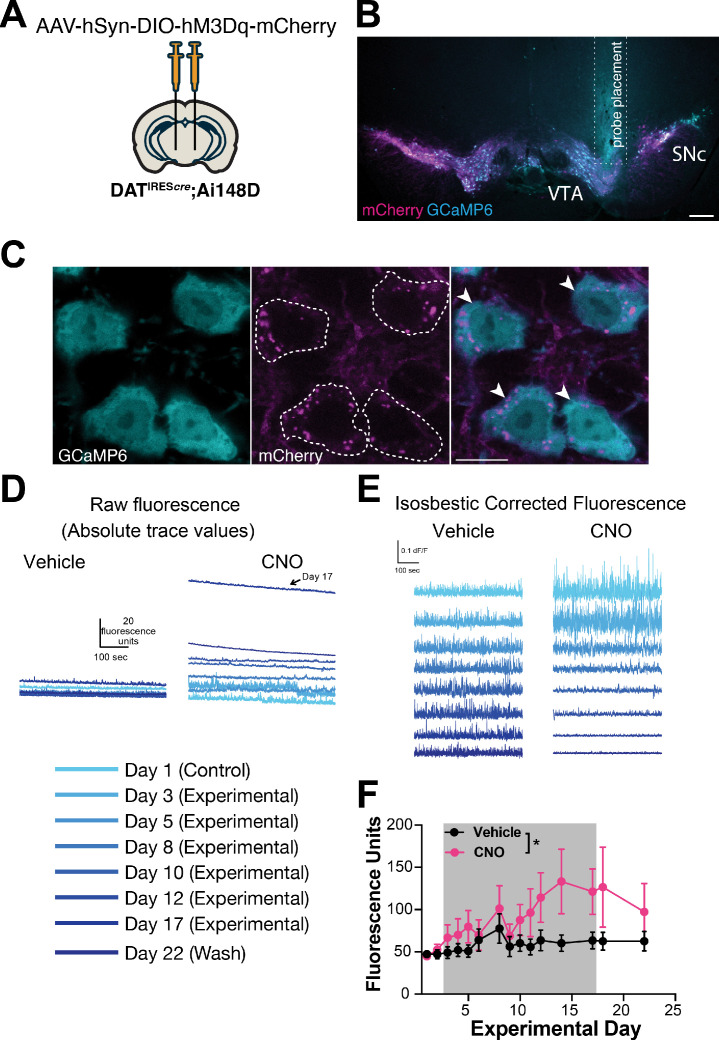
Chronic hM3Dq activation increases baseline calcium in parallel with axonal degeneration. (**A**) Transgenic Ai148D mice expressing a Cre-dependent calcium reporter GCaMP6f were crossed with DAT^IRES*cre*^ to express GCaMP6f specifically in dopamine (DA) neurons. Mice were injected bilaterally with AAV-DIO-hM3Dq-mCherry and implanted with an optical probe for baseline calcium measurements during a 14-day chronic chemogenetic activation. (**B**) Representative image of photometry probe placement in mouse midbrain to record from DA neurons co-expressing hM3Dq-mCherry (magenta) and GCaMP6 (cyan). Scale bar is 200 μm. (**C**) Representative high-magnification images of reporter mCherry (magenta) and GCaMP6 (cyan) co-expression. Scale bar is 10 μm. (**D**) Representative raw traces of baseline calcium fluorescence in mice treated with vehicle vs clozapine-*N*-oxide (CNO). (**E**) Representative isosbestic corrected traces in mice treated with vehicle vs CNO. (**F**) Baseline calcium fluorescence levels of DA neurons in mice treated with vehicle or CNO for 14 days (gray shaded area) and following wash. n=7 mice/group from 2 independent experiments. Data indicate mean ± SEM. *p<0.05 by two-way ANOVA followed by Holm-Sidak post hoc test.

**Figure 3—figure supplement 1.**
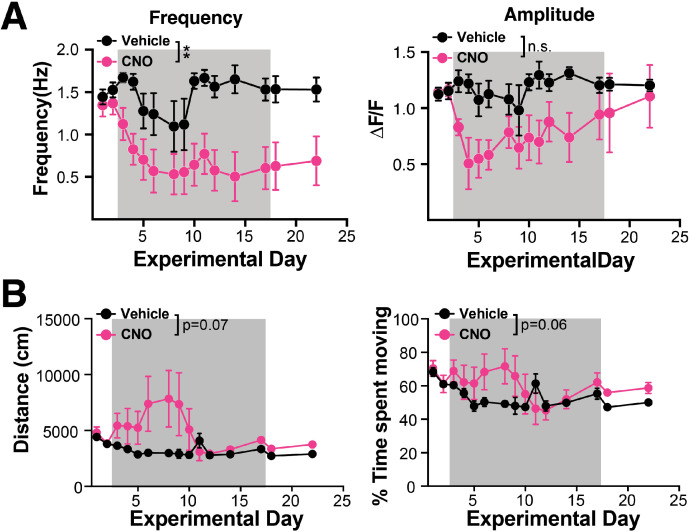
Additional photometry data. (**A**) Calcium transient frequency (left) and amplitude (right) in dopamine (DA) neurons in hM3Dq-expressing Ai148D mice treated with vehicle or clozapine-*N*-oxide (CNO) for 14 days (gray shaded area) and following wash. n=7 mice/group from 2 independent experiments. (**B**) Distance traveled (left) and percent time spent moving (right) during photometry sessions in mice treated with vehicle or CNO for 14 days (gray shaded area) and following wash. n=3–4 mice/group. Data indicate mean ± SEM. **p<0.01 by two-way ANOVA followed by Holm-Sidak post hoc test. n.s.: not significant.

Although GCaMP fluorescence is not quantitative, the consistent difference in baseline in animals tested concurrently on the same system provides confidence in our interpretation. The frequency and amplitude of calcium transients decreased with chronic CNO treatment, and during washout, the frequency remained decreased while the amplitude returned to vehicle levels (Figure 3—figure supplement 1A). Notably, the decrease in frequency or amplitude is unlikely to represent a ceiling effect (i.e. where a high baseline might occlude transient detection), because while the absolute baseline and transient amplitude returned to pre-treatment levels during the washout, the frequency of transients did not. Instead, the decreases in transient frequency and amplitude may reflect less bursting activity in the neurons. As sharp peaks in genetically encoded calcium indicator signals tend to reflect bursting activity, the sustained decrease in frequency during washout may reflect more permanent dysfunction in the burst firing patterns of these neurons.

Together, these data support massive increases in DA neuron intracellular calcium over time, which may be due to hM3Dq receptor activation, calcium dysregulation, and the onset of degeneration. We also assessed time spent moving and distance traveled during photometry sessions in a subset of animals (Figure 3—figure supplement 1B). Paralleling the small initial increase in baseline calcium, there was a strong trend for CNO to increase activity over time vs controls in both measures of gross locomotion during the first week of treatment (two-way ANOVA distance traveled p=0.07, percent time spent moving p=0.06). Interestingly, the increased open-field movement in the CNO group decreased back to baseline by day 11 (Figure 3—figure supplement 1B), just as calcium levels began to climb markedly (Figure 3F) and in parallel to axonal degeneration (Figure 2A, Figure 2—figure supplement 1B).

### Identifying activation-associated transcriptomic changes with region specificity using spatial transcriptomics

To gain additional insight into the mechanisms of degeneration in this model, we used spatial genomics. We performed Visium spatial transcriptomics on midbrain and striatal sections from DAT^IRES*cre*^ mice that were bilaterally injected with AAV-DIO-hM3Dq-mCherry at 3 months and then received either CNO (GqCNO) or vehicle (GqVeh) drinking water for 1 week prior to harvest. 

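The deposited Visium data come from 8 mice: 3 GqCNO, 3 GqVeh and 2 CNO alone. Visium captures RNA from a tissue section on barcoded discs of 55 μm, and a unique molecular identifier (UMI) marks each captured transcript. The sections were 10 μm thick, and CNO was given at 300 mg/L in drinking water with 2% sucrose for 1 week. The 8 mice were spread over 4 arrays, with a midbrain and a striatal array for the same 4 mice. Array pair 1 held GqCNO mice 801 and 804, GqVeh mouse 802 and CNO alone mouse C2W2, and array pair 2 held GqCNO mouse 781, GqVeh mice 784 and 785 and CNO alone mouse C1W7. The authors aligned the reads to mm10 with Space Ranger, chose discs for 6 regions in Loupe Browser, and deposited the median-normalized average of each gene over the discs of a region in a mouse. In every deposited column the low values (under 200 steps) were whole multiples of a smallest step, 100% of them within 0.05 steps, so that the UMIs behind each value could be recovered. The SN of a mouse rested on 1 to 7 discs and 7779 to 71906 UMIs, the VTA on 2 to 49 discs and 25808 to 350222 UMIs, and the CP on 357 to 560 discs and 4300381 to 7977003 UMIs. The control regions held 80837 to 444790 UMIs (thalamus), 80525 to 1354667 (lateral septal complex) and 119422 to 405313 (white matter), and GqCNO mouse 801 has no thalamus column. A count of 0 in the SN allows up to 3.86 UMIs per 10000 in GqCNO mouse 801 and up to 0.417 in CNO alone mouse C1W7 (3 UMIs of the column's total, for counting error only). For the comparisons, every column was rescaled to 10000 UMIs, so that levels below are UMIs per 10000 UMIs, and log2 values were compared between mice with limma. GqCNO was set against all 5 control mice and against each control group. Adjusted p-values are Benjamini-Hochberg values from limma over the genes tested in a region. The rule of passing against both controls is an unadjusted limma p under 0.05 against GqVeh and against CNO alone in the same direction. Exact permutation tests are two-sided over the 56 ways of choosing 3 of 8 mice, and their smallest p is 0.0179. For single genes that the paper picked as changed from these same mice, such a p is no separate test.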

Additional non-injected control mice also received CNO (CNO alone) (Figure 4A). Mice were harvested following 1 week of CNO treatment in order to quantify transcriptomic changes at a time point when some axons still remain and prior to somatic degeneration (Figure 2A, Figure 1—figure supplement 2A, Figure 4—figure supplement 1A), thereby focusing on early gene expression changes prior to neuronal death.

**Figure 4.**
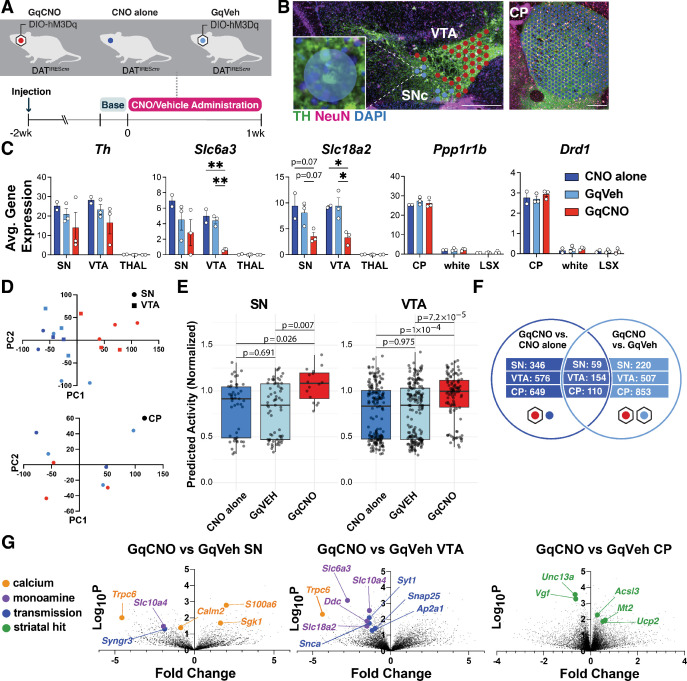
Spatial transcriptomics reveals midbrain dopamine (DA) and striatal target differentially expressed genes (DEGs) altered by chronic DA neuron hyperactivity. (**A**) DAT^IRES*cre*^ animals that received clozapine-*N*-oxide (CNO) (CNO alone, n=2 mice) or were injected with AAV-hM3Dq-mCherry and received vehicle (GqVeh, n=3 mice) or CNO (GqCNO, n=3 mice) were treated for 1 week before brains were flash-frozen for spatial transcriptomic analysis. (**B**) Image of midbrain and striatal sections stained with TH (green), NeuN (purple), and DAPI (blue) shows discs assigned to regions of interest. Inset shows a disc containing two TH+ cell bodies. (**C**) Expression of dopaminergic and striatal genes is confined to expected spatial regions. Expression of genes involved in DA metabolism decreases with chronic CNO. 2–49 discs were compiled per ventral tegmental area (VTA), and 1–7 discs were compiled per SN. 357–560 capture areas were compiled per CP. The thalamus was selected as a midbrain control region, while white matter tracts (white) and the lateral septal complex (LSX) were used as striatal controls. (**D**) Principal components analysis of midbrain regions (top) and the caudate putamen (bottom) for GqCNO, GqVeh, and CNO alone groups. (**E**) The deep learning NEUROeSTIMator model was used to predict neural activity of GqCNO, GqVEH, and CNO alone within the SN and VTA from Visium spatial transcriptomics. Groups were compared using the Kolmogorov-Smirnov (KS) test (see Methods). (**F**) Hits were used for Enrichr pathway analysis if significant in both GqCNO vs CNO alone and GqCNO vs GqVeh comparisons. Gene rankings for hit analysis were established using fold change score (FCS) and signal-to-noise score (SNS). (**G**) Volcano plots comparing GqCNO vs GqVeh in the SN, VTA, and CP. Genes highlighted are also significantly altered when comparing GqCNO vs CNO alone. Scale bars indicate 500 µm. Data indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 by one-way ANOVA followed by Holm-Sidak post hoc test.

**Figure 4—figure supplement 1.**
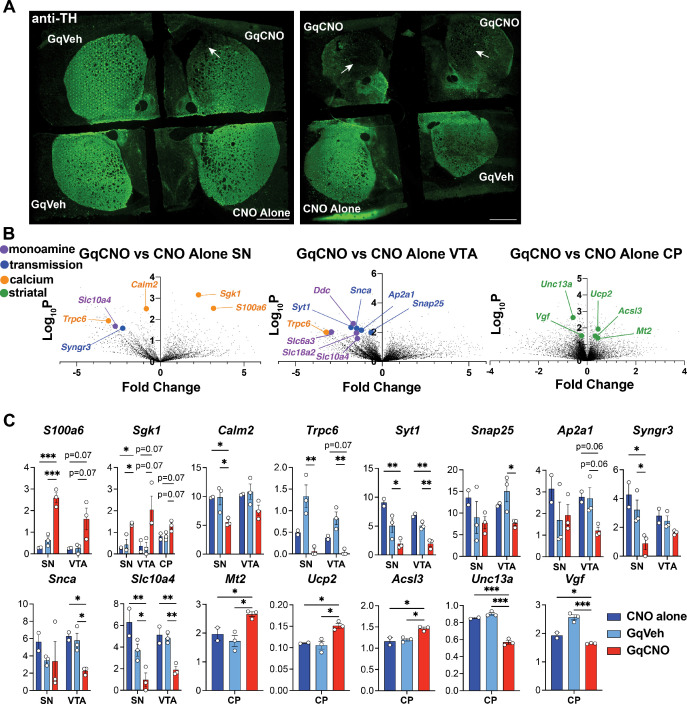
Additional spatial transcriptomic data following chronic hyperactivation. (**A**) Anti-TH immunofluorescence of striatal sections processed for spatial transcriptomics demonstrates loss of TH+ fibers in GqCNO sections after 1 week of chronic hyperactivation (white arrows). Scale bars indicate 1 mm. (**B**) Volcano plots comparing GqCNO vs CNO alone in the SN, VTA, and CP. (**C**) Bar graphs of individual midbrain and striatal genes of interest. n=2–3 animals/group. Data indicate mean ± SEM. *p<0.05, **p<0.01, ***p<0.001 by one-way ANOVA followed by Holm-Sidak post hoc test. SN: substantia nigra, VTA: ventral tegmental area; CNO: clozapine-*N*-oxide; CP: caudate putamen.

**Figure 4—figure supplement 2.**
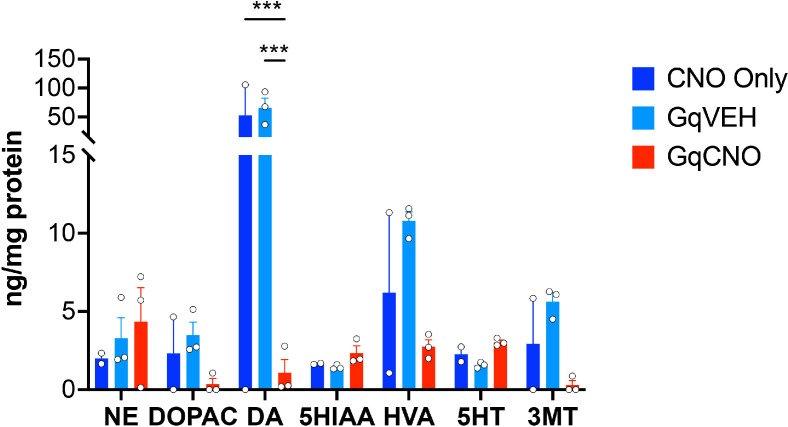
Striatal dopamine (DA) is decreased with chronic activation. HPLC of CPu dissected from fresh-frozen brain tissue from DAT^IRES*cre*^ mice bilaterally injected with AAV-hM3Dq(DREADD)-mCherry and treated with vehicle or clozapine-*N*-oxide (CNO) water for 1 week (GqVEH and GqCNO) or uninjected DAT^IRES*cre*^ treated with CNO water for 1 week (CNO alone). n=2–3 mice per group. Data indicate mean ± SEM. ***p<0.001 by two-way ANOVA followed by Holm-Sidak post hoc test. NE: norepinephrine, DOPAC: 3,4-dihydroxyphenylacetic acid, DA: dopamine, 5HIAA: 5-hydroxyindoleacetic acid, HVA: homovanillic acid, 5HT: 5-hydroxytryptamine or serotonin, 3MT: 3-methoxytyramine.

**Figure 4—figure supplement 3.**
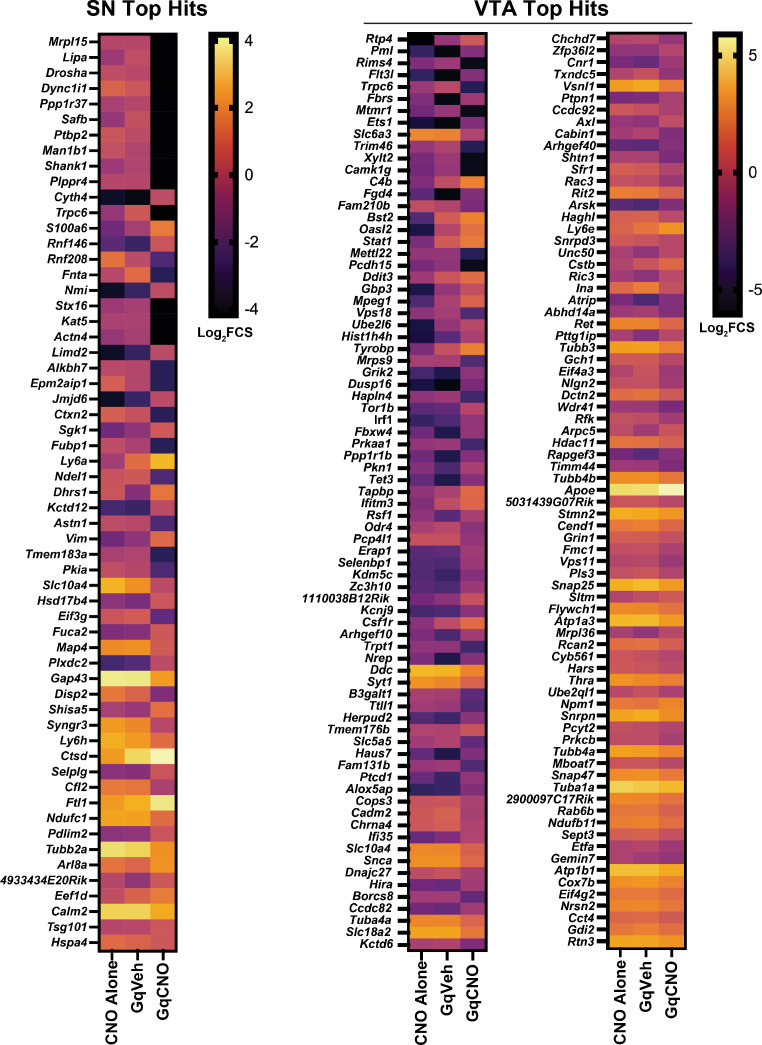
Top differentially expressed genes in the mouse substantia nigra (SN) and ventral tegmental area (VTA). Heatmaps of the top differentially expressed SN and VTA genes, expressed as the log_2_ fold score (see Methods). n = 2-3 mice per group.

**Figure 4—figure supplement 4.**
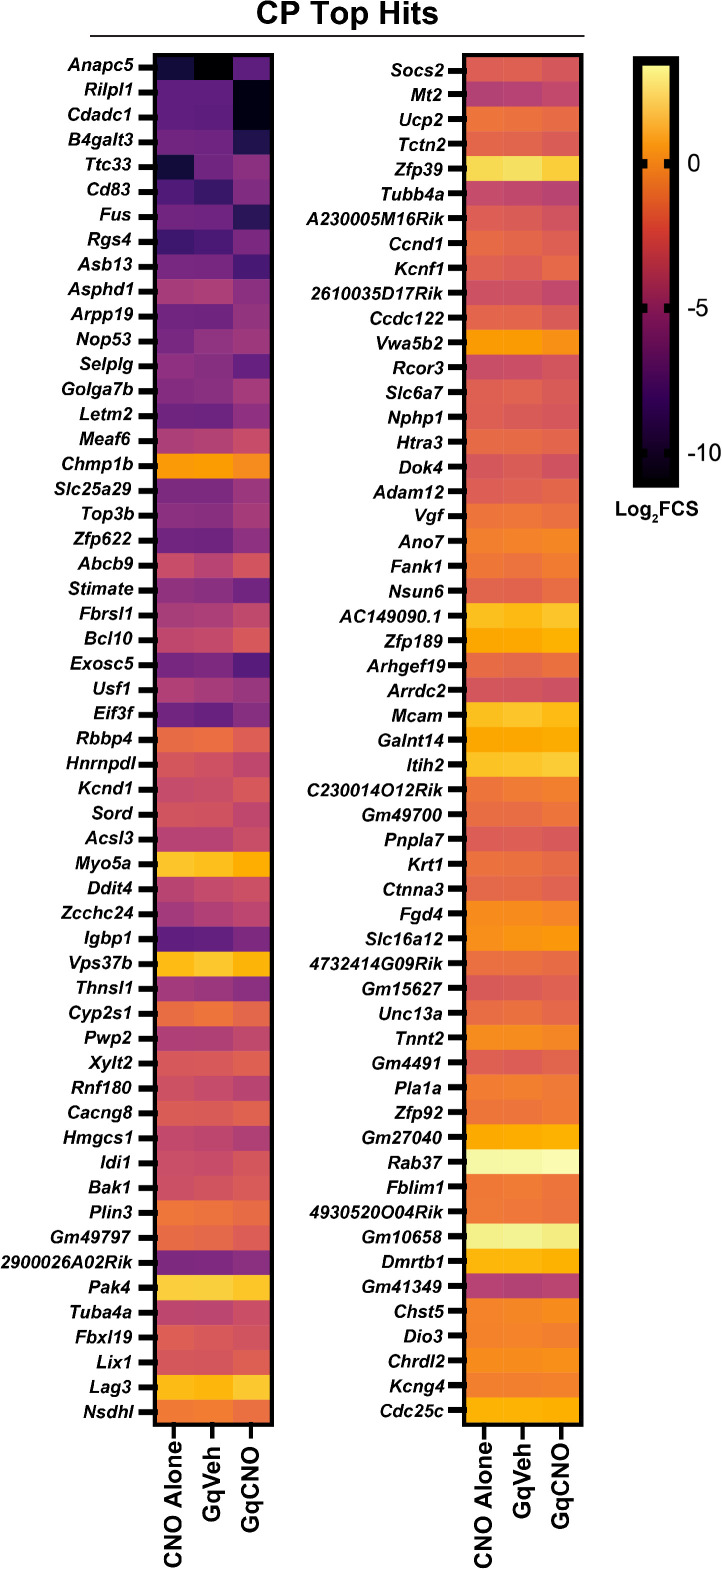
Top differentially expressed genes in the mouse caudate putamen (CP). Heatmaps of the top differentially expressed CP genes, expressed as the log_2_ fold score (see Methods). n = 2-3 mice per group.

**Figure 4—figure supplement 5.**
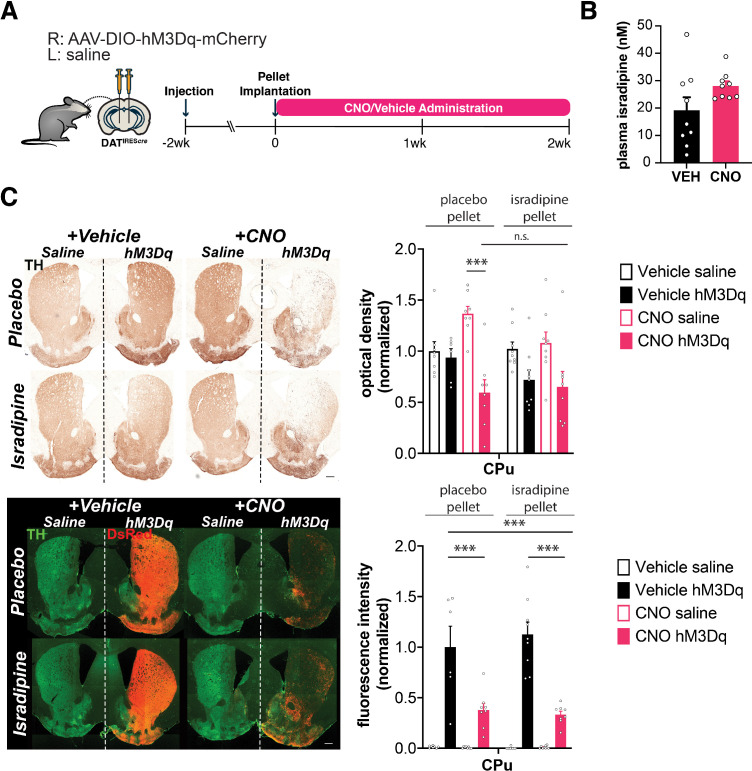
Chronic isradipine treatment does not rescue axonal degeneration. (**A**) Experimental paradigm. DAT^IRES*cre*^ mice were injected in the left midbrain with saline and the right midbrain with AAV-hM3Dq(DREADD)-mCherry and allowed to recover for 2 weeks. Mice were then subcutaneously implanted with either placebo or isradipine slow-release pellets (3 μg/g/day) and started either vehicle or clozapine-*N*-oxide (CNO) administration for 2 weeks. (**B**) Isradipine plasma concentration at the end of the experiment. n=9 animals/group. (**C**) (Top left) Example images of TH immunoreactivity in striatal sections of mice implanted with placebo or isradipine pellets and treated for 2 weeks with vehicle or CNO via drinking water. (Top right) Quantification for TH optical density in the CPu shows loss with CNO treatment in hM3Dq-injected hemispheres that is not rescued with chronic isradipine treatment. p=0.006 for the interaction between CNO treatment and hM3Dq injection by three-way ANOVA. (Bottom left) Example images of mCherry immunofluorescence in striatal sections of mice implanted with placebo or isradipine pellets and treated for 2 weeks with vehicle or CNO via drinking water. (Bottom right) Quantification for mCherry fluorescence density in the CPu shows loss with CNO treatment in hM3Dq-injected hemispheres that is not rescued with chronic isradipine treatment. n=5–9 hemispheres per group, 2–3 sections/animal. Scale bars indicate 200 μm. Data indicate mean ± SEM. ***p<0.001 by three-way ANOVA followed by Holm-Sidak post hoc test. n.s.: not significant. CPu: caudate putamen.

**Figure 4—figure supplement 6.**
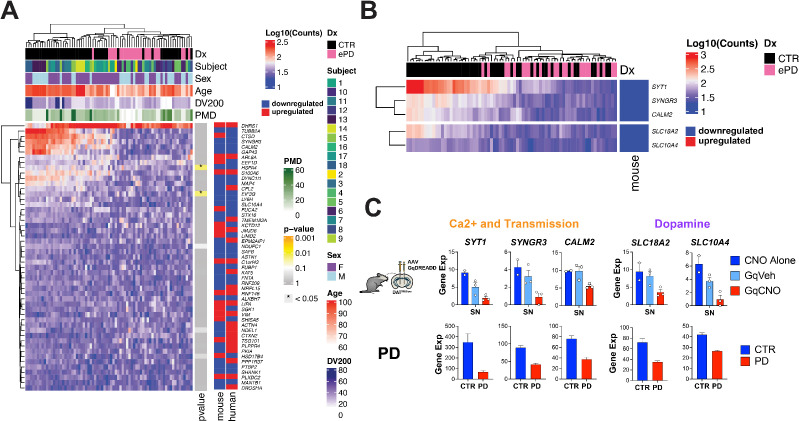
Assessment of mouse differentially expressed genes (DEGs) in human Parkinson’s disease (PD) and control substantia nigra pars compacta (SNc) samples. Heatmap of normalized gene expression (per region of interest [ROI]) values from GeoMx spatial transcriptomic analysis of human SNpc ventral tier dopamine neurons (TH+) within (**A**) 51 DEGs and (**B**) additional genes of interest identified within the mouse model. ‘Limma voom’ methodology was used to assess differential gene expression between control and PD samples. PMD, postmortem delay; DV200, RNA integrity number equivalent. (**C**) Bar graphs of individual midbrain genes of interest in mouse and PD samples. n = 2-3 mice per group and 10 control and 8 early PD samples. Data indicate mean ± SEM.

We next identified 55 μm diameter barcoded discs (Visium Spatial Gene Expression) overlaying regions enriched for DA neurons within the SN and VTA in the midbrain, and the caudate putamen (CP) (Figure 4B). In the midbrain, selected discs contained at least one entire TH-positive (and mCherry-positive for injected animals) soma and also expressed at least two of three characteristic DA genes (*Slc6a3* which encodes the DA transporter DAT, *Slc18a2* which encodes the vesicular monoamine transporter 2 [VMAT2], or *Th*) above a preset threshold level (Figure 4C). Interestingly, *Slc6a3* and *Slc18a2* were significantly decreased in the SN and VTA of GqCNO mice, perhaps indicating a loss of a dopaminergic phenotype. 

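In the VTA, several genes of dopamine synthesis, storage and uptake fell in GqCNO mice. Of 12 genes of that list, 5 were lower and none was higher at an adjusted p under 0.05 (7 lower when adjusted over the list alone), with a median log2 difference of -0.75. Slc6a3 (ENSMUSG00000021609, chromosome 13 of mm10 from 73536128 to 73578672) was at 0.633 ± 0.138 UMIs per 10000 (SD, n = 3) in GqCNO mice and 4.44 ± 0.77 (SD, n = 5) in controls. Its log2 difference was -2.12 (standard error 0.23, adjusted p = 3.23e-05), and the difference was -2.12 within array pair 1 and -2.08 within array pair 2. Slc18a2 (ENSMUSG00000025094, chromosome 19 of mm10 from 59260878 to 59296012) was at 3.2 ± 1.3 against 8.93 ± 1.79, a log2 difference of -1.40 (standard error 0.25, adjusted p = 0.00285). Ddc differed by -1.44 (adjusted p = 0.000567) and Drd2 by -1.28 (adjusted p = 0.0446, or 0.0722 with the array pair as a block), while Th, at 16 ± 9.55 against 24.1 ± 3.97, did not pass over all genes (-0.82, adjusted p = 0.314). All 3 GqCNO mice lay below all 5 controls for Slc6a3, Slc18a2 and Ddc (exact permutation p = 0.0179 for each). The ratio of Slc6a3 to Th differed by -1.30 on the log2 scale (exact permutation p = 0.0893). Of 18 tested genes of dopamine neuron identity, 3 fell, Aldh1a1 (-1.82), Sncg (-1.14) and Chrna6 (-1.51), with 7 lower over the list alone. In the SN, 3 of 12 genes of the dopamine list fell (6 over the list alone): Ddc (ENSMUSG00000020182, chromosome 11 of mm10 from 11814101 to 11898144) by a log2 difference of -2.17 (standard error 0.37, adjusted p = 4.96e-06), Slc10a4 by -2.07 (adjusted p = 0.0031) and Th by -1.03 (adjusted p = 0.0398). Slc6a3 was at 2.73 ± 2.72 (SD, n = 3) against 5.27 ± 2.11 (SD, n = 5), a log2 difference of -1.32 (standard error 0.44, adjusted p = 0.222), and Slc18a2 at 3.41 ± 1.18 against 8.29 ± 2.55, a log2 difference of -1.16 (standard error 0.38, adjusted p = 0.222). Both passed the unadjusted rule against both controls. Slc6a3 did so in 8 of 22 settings, and not with the array pair as a block or in edgeR. Nor did it do so by the test that the methods use to rank genes. Slc18a2 did so in 16 of 22, the block included but not that ranking test. The methods name a different test for comparing multiple groups, which was not run. The SN differences were not alike in the array pairs: Th had -2.04 in array pair 1 and 0.59 in array pair 2, Slc6a3 -2.37 and 0.36, and Ddc -3.59 and 0.08. With the array pair as a block, Th no longer passed (adjusted p = 0.193). GqCNO mice 801 and 781 have 1 disc each in the SN, against 3 to 7 in the controls. Discs do not give depth alone: GqVeh mouse 784 has 5 discs but 11644 UMIs there, fewer than GqCNO mouse 781 (14717). Mouse 801 had 0 of 7779 UMIs from Slc6a3 and from Ddc, and among the controls GqVeh mouse 784 had a Ddc level of 4.29, and the median of the other controls was 15.3. Of 17 tested identity genes, Aldh1a1 fell by -1.75 (adjusted p = 6.28e-06) and 2 fell over the list alone. As a group, the dopamine list passed camera, limma's test of a list against other genes, in the VTA (adjusted p = 5.97e-09, or 0.0822 with an estimated correlation) and in the SN (adjusted p = 9.29e-08, or 0.209 with an estimated correlation). The identity list did so as well (VTA adjusted p = 2.26e-07, or 0.0822 with an estimated correlation, and SN adjusted p = 0.000935, or 0.327 with an estimated correlation). In the SN its mean differed by -1.19 within array pair 1 and 0.16 within array pair 2 (exact permutation p = 0.161 over all mice). The identity list was also lower there in GqVeh than in CNO alone mice (median -0.62, camera adjusted p = 0.0193). Against GqVeh mice the GqCNO median was -0.35 (camera adjusted p = 0.0291). Beside these lists, markers of microglia had medians of 1.12 in the VTA and 0.83 in the SN, astrocytes 0.41 and 0.28, oligodendrocytes 0.19 and 0.36, and blood cells 0.89 and 2.35. The authors chose SN and VTA discs for Th, Slc6a3 and Slc18a2, so levels of these genes are conditional on that choice. From the lower Slc6a3 and Slc18a2, the paper raises a possible loss of dopaminergic phenotype.

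**Figure D1:**
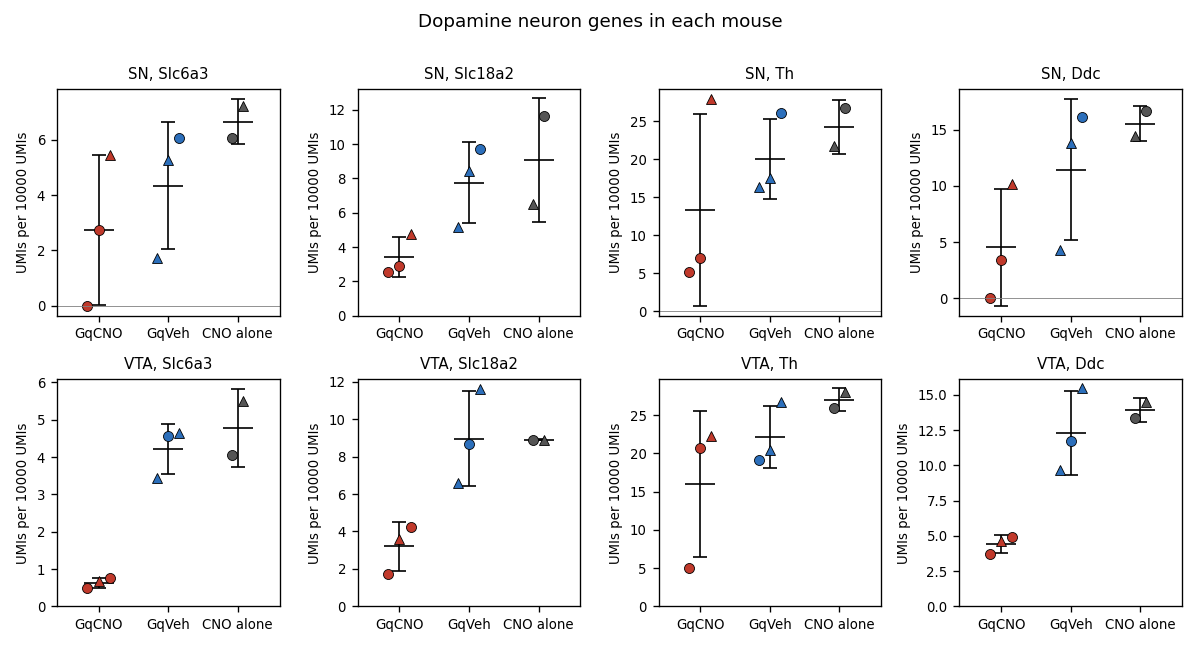
Levels of Slc6a3, Slc18a2, Th and Ddc in UMIs per 10000 UMIs (y axis) by group (x axis) in the SN and VTA, where each point is a mouse (circles, array pair 1 and triangles, array pair 2), bars are group means and error bars SD. In the VTA, Slc6a3 averages 0.633 in GqCNO, 4.22 in GqVeh and 4.78 in CNO alone mice.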

In agreement with this, we found that striatal DA levels were markedly decreased by HPLC (Figure 4—figure supplement 2). Principal components analyses of the SN and VTA in the midbrain demonstrate that GqCNO midbrain dopaminergic regions are transcriptionally similar to one another and distinct from control groups (Figure 4D). This suggests that chronic DREADD activation induces a robust transcriptomic response in DA neurons that is independent of viral transduction or CNO administration. 

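On the first 2 principal components of the SN and VTA values, the split between GqCNO and control mice took up 28.9% of the spread. PC1 held 20.1% and PC2 13.4% of the variance of the 1187 genes above 0 in every column. An exact permutation of the mice, with both regions of a mouse moving together, gave p = 0.0893 for genes centred and scaled and p = 0.0357 for genes centred alone. With the values as deposited the exact permutation gave p = 0.107 and with the 5341 genes tested in both regions p = 0.0536. Leaving out GqVeh mouse 784, whose SN column holds 11644 UMIs, gave an exact permutation p of 0.0286, and leaving out GqCNO mouse 801 (7779 UMIs) or 804 gave 0.143. A difference in response between the SN and VTA passed for none of 5341 genes tested by limma on the difference per mouse (291 at an unadjusted p under 0.05, smallest adjusted p = 0.852, with no other tool run). B2m rose by 2.48 in the SN and 2.59 in the VTA, while Camta1 had log2 differences of -1.96 and -0.25 (adjusted p of the difference 0.852). The control groups also differed from each other. In GqVeh against CNO alone mice, 4 genes were higher in the SN and 5 in the VTA and none was lower at an adjusted p under 0.05. They included H2-K1 (log2 difference 2.54 in the SN and 2.02 in the VTA), B2m (2.94 and 2.39), Gfap (2.80 in the SN) and Bst2 (1.76 in the VTA). From the separation of the groups, the paper proposes a response of dopamine neurons to DREADD activation that does not depend on viral transduction or CNO alone.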

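Immediate-early genes were mostly too low to test in the midbrain: of 24 neuronal activity-regulated genes, 6 were tested in the SN and 5 in the VTA, and Fos, Arc, Egr1, Npas4, Junb and Nr4a1 were not among them. No tested member passed at an adjusted p under 0.05 over all genes in limma, and over the list alone 1 was higher in the VTA and none in the SN. That gene was Vgf (ENSMUSG00000037428, chromosome 5 of mm10 from 137025301 to 137033351), at 5.93 ± 2.9 UMIs per 10000 (SD, n = 3) in GqCNO mice and 2.37 ± 1.06 (SD, n = 5) in controls, a log2 difference of 1.13 (standard error 0.29, adjusted p = 0.0528). In the SN its log2 difference was 0.90 (standard error 0.47, adjusted p = 0.645). The list median was 0.22 in the VTA (camera adjusted p = 0.0336, or 0.141 with an estimated correlation) and 0.35 in the SN (camera adjusted p = 0.71). NEUROeSTIMator scores need the values of single discs, which the deposited averages do not hold, and were not computed.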

Consistent with this, we employed the NEUROeSTIMator method (Bahl et al., 2024) to predict neural activity scores based on the transcriptomic assessment of the SN and VTA, finding that GqCNO samples had higher predicted activity scores than controls (GqVEH and CNO alone) (Figure 4E).

We hypothesized that chronic activation of DA neurons likely also leads to specific gene expression changes in striatal target neurons. In the striatum, discs were selected based on the expression of *Ppp1r1b* (which encodes DARPP32) (Figure 4C). 

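Ppp1r1b, by which the CP discs were chosen, did not differ between the groups by limma: it was at 24 ± 1.48 UMIs per 10000 (SD, n = 3) in GqCNO mice and 24 ± 1.26 (SD, n = 5) in controls. Its log2 difference was -0.000647 (standard error 0.10). Drd1 was at 2.69 ± 0.273 against 2.47 ± 0.321. Of the markers of striatal neurons, 5 of direct-pathway neurons had a median log2 difference of -0.03, 6 of indirect-pathway neurons 0.08, 14 of projection neurons of both pathways -0.01, 10 of interneurons -0.06 and 5 of GABAergic neurons 0.04. No list of these passed camera (adjusted p = 0.387, 0.314, 0.332, 0.636 and 0.636), and the list of both pathways passed with the array pair as a block (adjusted p = 0.00362). Pdyn of the direct pathway was lower over the list alone, at 1.19 ± 0.23 against 1.67 ± 0.174, a log2 difference of -0.49, and below all 5 controls in all 3 GqCNO mice (exact permutation p = 0.0179). Of 9 genes of dopamine synthesis, storage and uptake in the CP, Ddc was higher over the list alone (0.39), and Th had a log2 difference of -0.37 (standard error 0.13, adjusted p = 0.999).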

Notably, principal components analysis between GqCNO and control groups revealed less separation in the striatum than the midbrain (Figure 4D), perhaps because of the multiple inputs on striatal neurons in addition to dopaminergic axons, although future investigation is required.

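In the CP, the split between GqCNO and control mice took up 16.1% of the spread on the first 2 principal components of 14743 genes above 0 in every column, against 28.9% in the SN and VTA. With the genes tested by limma the order turned (13.3% in the CP and 11.2% in the SN and VTA), and the shares were 18% and 22% with values as deposited and 15.7% and 37.5% for genes centred alone. PC1 held 33.8% and PC2 14% of the variance. The exact permutation p was 0.339, and it lay between 0.268 and 0.375 with other inputs (values as deposited, genes centred alone, or the genes tested by limma). Whether the separation differs between midbrain and CP was not tested, and the gene sets differ.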

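Some genes differed between GqCNO mice and controls in both midbrain regions. In the VTA, 76 genes were higher and 20 lower than in all 5 controls among 6312 tested by limma at an adjusted p under 0.05. In the SN 23 were higher and 17 lower among 6174. The largest rises in the VTA included C1qa (log2 difference 3.06, adjusted p = 0.000894), H2-K1 (2.74, adjusted p = 3.23e-05) and Ifi27l2a (2.59, adjusted p = 0.00107), and the largest falls Aldh1a1 (-1.82, adjusted p = 0.0107) and Chrna6 (-1.51, adjusted p = 0.0157) beside Slc6a3. In the SN, H2-Ab1 (2.55, adjusted p = 0.00106), Gfap (2.58, adjusted p = 2.6e-06) and H2-D1 (2.32, adjusted p = 3.39e-06) rose, and Cpne7 (-2.17, adjusted p = 0.00605), Tubb2a (-2.07, adjusted p = 3.63e-05), Meg3 (-1.82, adjusted p = 1.09e-05) and Camta1 (-1.96, adjusted p = 0.0336) fell. Gfap was among the genes by which glia-rich discs were left out. Against GqVeh mice alone, 20 genes were higher and 10 lower in the VTA and 4 higher and 8 lower in the SN. Against CNO alone mice they were 63 higher and 8 lower in the VTA and 24 higher and 14 lower in the SN. The counts against GqVeh depended on scaling: with TMM of edgeR they were few, and the SN majority turned from lower to higher. The VTA count against GqVeh fell to very few without GqCNO mouse 781, GqCNO mouse 804 or GqVeh mouse 785. It rose without GqCNO mouse 801. In the CP, no gene of 10813 passed against all controls in limma (161 higher and 239 lower at an unadjusted p under 0.05), 1 gene passed in edgeR and none by the methods' t-test. Against GqVeh, 5 genes were higher there: Amph, Epdr1, Etnppl, Stard3nl and Vps41, named after their values were seen. Of these, 4 lie in an interval of chromosome 13 that is low in GqVeh mice against CNO alone mice too, and without the interval 1 passed. With the array pair as a block, 47 genes passed in the CP against all controls (24 higher, 23 lower), 46 against GqVeh and 6 against CNO alone. With the same block the VTA count was 103 and the SN count 31. Other settings moved the VTA count of 96 further, from 0 by the methods' t-test to 136 in edgeR. It was 8 without a filter and 37 without GqCNO mouse 804. SN calls rest on few UMIs: thinned to 7779 UMIs per mouse, no SN gene passed in limma (78 passed the unadjusted rule against both controls). In the control regions limma called no gene in the thalamus (102 higher and 112 lower unadjusted) and none in the lateral septal complex (94 higher and 258 lower unadjusted), and 4 haemoglobin genes were higher in white matter.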

We next compared the transcriptomic profiles of discs within each brain region between GqCNO and GqVeh mice, as well as in GqCNO vs CNO alone mice. 

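Most genes of interferon response and antigen presentation and some microglial markers rose in the VTA, and some in the SN. Passing the unadjusted rule against GqVeh and CNO alone in the same direction were 64 genes higher and 79 lower in the SN, 147 higher and 99 lower in the VTA, and 30 higher and 46 lower in the CP. Of 28 genes of interferon response and antigen presentation, 23 rose in the VTA at an adjusted p under 0.05 (26 over the list alone) and 7 of 26 in the SN (15 over the list alone), with median log2 differences of 1.59 and 1.22. B2m (ENSMUSG00000060802, chromosome 2 of mm10 from 122147687 to 122153082) was at 39.3 ± 20.1 UMIs per 10000 (SD, n = 3) in VTA of GqCNO mice, 12 ± 5.23 (SD, n = 3) in GqVeh and 1.77 ± 0.559 (SD, n = 2) in CNO alone mice, a log2 difference from all controls of 2.59 (standard error 0.30, adjusted p = 3.23e-05). It differed in the SN by 2.48 (standard error 0.30, adjusted p = 2.62e-12). The list was also higher in GqVeh than in CNO alone mice, by a median of 0.70 in the VTA and 1.02 in the SN. Of microglial markers, 9 of 18 rose in the VTA (15 over the list alone, with C1qb 2.27, Tyrobp 2.16) and 2 of 17 in the SN (5 over the list alone, with C1qa 2.43, C1qb 2.04), although discs high in Aif1 or P2ry12 were left out by the authors. In GqVeh against CNO alone mice the microglial median was 0.89 in the VTA and 1.31 in the SN. Reactive astrocyte genes rose in 5 of 7 cases in the VTA (5 over the list alone, with C4b 2.15, Serpina3n 1.99) and 1 of 7 in the SN (2 over the list alone). Genes of lysosomes and disease-associated microglia did so in 6 of 15 in the VTA (13 over the list alone, with Ctsd 1.44, Cst7 1.58) and 2 of 16 in the SN (5 over the list alone). These 4 lists passed camera in both regions (adjusted p between 2.38e-55 and 1.37e-07) and not with an estimated correlation (adjusted p between 0.071 and 0.209). Both comparisons share the GqCNO mice, so chance alone passes genes by this rule. Unchanged simulated groups gave a mean of 49.5 genes in the SN, 52 in the VTA and 101 in the CP (100 simulations), against 143, 246 and 76 observed. The simulations hold no array pair, and other splits of the same mice gave up to 214, 203 and 1669. Independent lists of the same sizes would share 4.11 higher and 7.46 lower genes in the SN, 10.9 and 9.95 in the VTA and 1.73 and 3.59 in the CP. Over all tested genes, all 3 GqCNO mice lay beyond all 5 controls for 145 higher and 232 lower of 6174 in the SN, 212 and 307 of 6312 in the VTA and 155 and 177 of 10813 in the CP, where chance gives 3.57% of genes in both directions together.

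**Figure D2:**
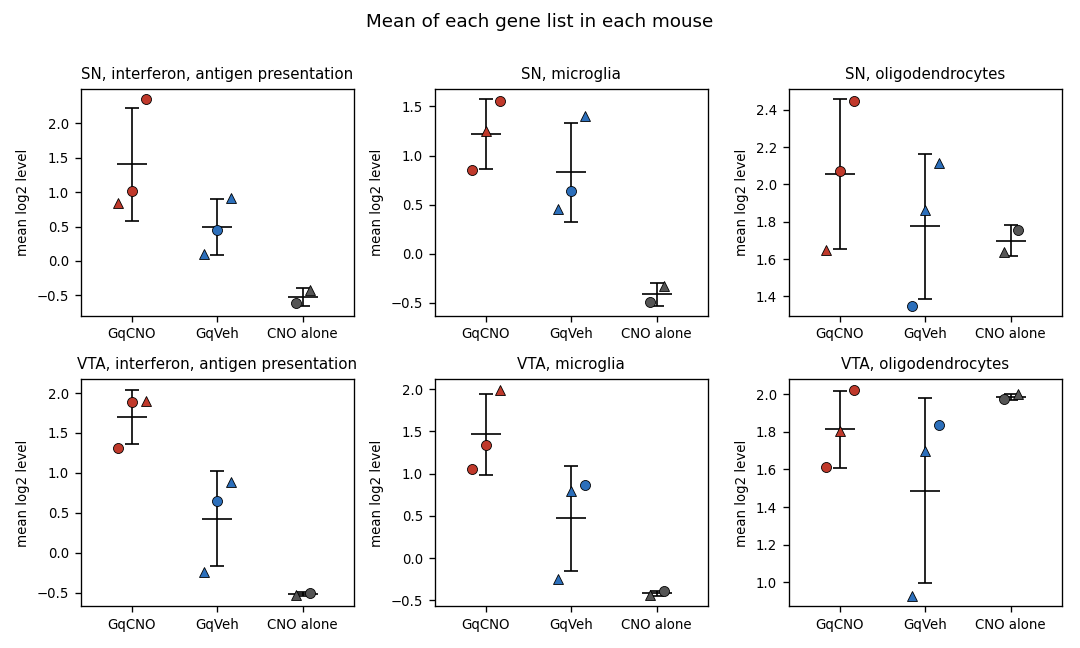
Mean log2 level (y axis) of the listed genes of interferon response and antigen presentation, of microglia and of oligodendrocytes by group (x axis) in the SN and VTA, where each point is a mouse (circles, array pair 1 and triangles, array pair 2), bars are group means and error bars SD. The difference of GqCNO from controls in the mean of the interferon list is 1.32 in the SN and 1.65 in the VTA.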

Only genes that had significant differential expression between GqCNO and both control groups were assessed for pathway changes (Figure 4F). Consistent with chronic DREADD activation, pathway analyses of GqCNO vs control groups in the SN and VTA showed significant enrichment of GO Biological processes, including ‘chemical synaptic transmission’, ‘synaptic vesicle exocytosis’, ‘positive regulation of transporter activity’, and ‘vesicle transport along microtubule’ (Table 1). Also consistent with DREADD activation, GO Molecular Functions in the VTA included ‘GTP binding’ and ‘syntaxin binding’ (Table 1). 

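Some genes of synaptic vesicle release and recycling and of the axon cytoskeleton fell in the VTA. Of 41 tested vesicle genes, 3 were lower and none was higher at an adjusted p under 0.05 in limma (10 lower over the list alone), with a median log2 difference of -0.37. In the SN none of 41 passed over all genes and 3 were lower over the list alone, with a median of -0.32. Cplx1 was at 4.26 ± 2.35 UMIs per 10000 (SD, n = 3) in GqCNO mice and 10.9 ± 3.27 (SD, n = 5) in controls of the VTA, a log2 difference of -1.32 (standard error 0.27, adjusted p = 0.0098). Of 33 genes of the axon cytoskeleton and transport, 4 fell in the VTA (13 over the list alone), Tuba4a (-1.03), Stmn3 (-0.90), Tubb3 (-0.99) and Ina (-1.13), and 3 in the SN (6 over the list alone), Tubb2a, Gap43 (-1.77) and Stmn2 (-1.96). The vesicle list passed camera in the VTA (adjusted p = 5.97e-09, or 0.117 with an estimated correlation) and the SN (adjusted p = 0.00149, or 0.417 with an estimated correlation). In the SN it was also lower in GqVeh than in CNO alone mice (median -0.58, adjusted p = 1.71e-07) and did not pass against GqVeh alone (adjusted p = 0.273). The mean of the list differed in the SN by -0.77 within array pair 1 and 0.10 within array pair 2 (exact permutation p = 0.321 over all mice). The cytoskeleton list passed camera in the VTA (adjusted p = 5.97e-09, or 0.0822 with an estimated correlation) and the SN (adjusted p = 1.65e-05, or 0.262 with an estimated correlation). Markers of other cell types were higher as well: in the VTA those of microglia (median 1.12, adjusted p = 6.92e-26, or 0.0822 with an estimated correlation) and astrocytes (median 0.41, adjusted p = 0.00131, or 0.117 with an estimated correlation), and in the SN those of microglia (median 0.83, adjusted p = 9.8e-10, or 0.154 with an estimated correlation), oligodendrocytes (median 0.36, adjusted p = 0.00265, or 0.327 with an estimated correlation) and blood cells (median 2.35, adjusted p = 4.24e-12, or 0.106 with an estimated correlation). GO terms were not recomputed, since no GO gene sets came with the data. The paper states that its pathway terms for the SN and VTA go with chronic DREADD activation.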

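Genes of calcium binding and handling went both ways in the midbrain. In the SN, Pvalb rose (log2 difference 2.04, standard error 0.53, adjusted p = 0.0229) and Calb2 fell (-2.04, standard error 0.49, adjusted p = 0.00708). The other 29 of 31 tested genes did not pass in limma, and 2 were higher and 2 lower over the list alone. Pvalb did not pass with the array pair as a block (adjusted p = 0.0765). In the VTA, 2 of 31 rose and 2 fell (2 and 4 over the list alone), among them Vsnl1 at 3.72 ± 0.316 UMIs per 10000 (SD, n = 3) in GqCNO mice and 8.94 ± 2.49 (SD, n = 5) in controls. None of 36 passed in the CP over all genes or over the list alone (1 higher and 1 lower unadjusted). As a list, these genes had a median log2 difference of -0.29 in the SN (camera adjusted p = 0.197), -0.26 in the VTA (adjusted p = 0.0336, or 0.117 with an estimated correlation) and -0.01 in the CP (adjusted p = 0.704, and 0.0199 with the array pair as a block). No subunit of voltage-gated calcium channels passed at an adjusted p under 0.05 in the SN (11 tested), VTA (13) or CP (19), over all genes or over the list alone. At an unadjusted p under 0.05, 4 were lower and 1 higher in the CP and none in the SN or VTA. The channel list had medians of -0.26, -0.20 and -0.09 (camera adjusted p = 0.926, 0.0952 and 0.0688), and it passed with the array pair as a block in the VTA (adjusted p = 0.0393) and the CP (adjusted p = 0.00014).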

Interestingly, both CP and SN GO Molecular Functions included ‘calcium channel regulator activity’, suggesting a larger circuit-level change in calcium channel regulation as a result of chronic DREADD activation (Table 1).

**Table 1.** Pathway analyses for the ventral tegmental area (VTA), substantia nigra (SN), and caudate putamen (CP) following chronic hyperactivation. Gene Ontology Molecular Function and Biological Process terms for differentially expressed genes in the VTA, SN, and CP generated with the Enrichr webtool.

VTA		
**Index**	**GO Molecular Function 2023**	**p-Value**
1	GTP Binding (GO:0005525)	0.00002637
2	Syntaxin Binding (GO:0019905)	0.00005402
3	Guanyl Ribonucleotide Binding (GO:0032561)	0.00006568
4	Nuclear Receptor Coactivator Activity (GO:0030374)	0.0005911
5	Purine Ribonucleoside Triphosphate Binding (GO:0035639)	0.001174
**Index**	**GO Biological Process 2023**	**p-Value**
1	Chemical Synaptic Transmission (GO:0007268)	0.00000141
2	Synaptic Vesicle Exocytosis (GO:0016079)	0.0000152
3	Anterograde Trans-Synaptic Signaling (GO:0098916)	0.00002437
4	Response To Cytokine (GO:0034097)	0.00005223
5	Response To Interferon-Beta (GO:0035456)	0.00006911
**SN**		
**Index**	**GO Molecular Function 2023**	**p-Value**
1	Phosphatase Activator Activity (GO:0019211)	0.001131
2	Tubulin Binding (GO:0015631)	0.002579
3	Calcium Channel Regulator Activity (GO:0005246)	0.005332
4	Microtubule Binding (GO:0008017)	0.005412
5	Alpha-Tubulin Binding (GO:0043014)	0.005618
**Index**	**GO Biological Process 2023**	**p-Value**
1	Positive Regulation Of Transporter Activity (GO:0032411)	8.673E-06
2	Establishment Of Spindle Orientation (GO:0051294)	0.0001492
3	Neuron Projection Morphogenesis (GO:0048812)	0.0009083
4	Long-Term Memory (GO:0007616)	0.001571
5	Vesicle Transport Along Microtubule (GO:0047496)	0.001903
**CP**		
**Index**	**GO Molecular Function 2023**	**p-Value**
1	Protein Phosphatase 2A Binding (GO:0051721)	0.007033
2	Histone Deacetylase Binding (GO:0042826)	0.01734
3	Calcium Channel Regulator Activity (GO:0005246)	0.01761
4	Protein Phosphatase Binding (GO:0019903)	0.02563
5	Arachidonate-CoA Ligase Activity (GO:0047676)	0.0272
**Index**	**GO Biological Process 2023**	**p-Value**
1	DNA Deamination (GO:0045006)	0.001908
2	Positive Regulation Of Mitotic Cell Cycle Phase Transition (GO:1901992)	0.005059
3	Positive Regulation Of G2/M Transition Of Mitotic Cell Cycle (GO:0010971)	0.00588
4	Positive Regulation Of Cell Cycle G2/M Phase Transition (GO:1902751)	0.007645
5	Secondary Alcohol Biosynthetic Process (GO:1902653)	0.007645

Consistent with this, there were a number of differentially expressed genes (DEGs) in the SN and/or VTA that regulate neural transmission, calcium, and activity (Figure 4G, Figure 4—figure supplement 1B and C, Figure 4—figure supplement 3, Figure 4—figure supplement 4). These included increased expression of *S100a6*, a calcium sensor and modulator (Donato, 2003) and *Sgk1*, a serine/threonine kinase regulated by intracellular calcium involved in the regulation of ion channels, membrane transporters, cellular enzymes, and transcription factors (Lang et al., 2010). 

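Ion channels of pacemaking and excitability had a median log2 difference of -0.40 in the SN and -0.24 in the VTA, and none of 16 tested genes passed in either region at an adjusted p under 0.05, over all genes or over the list alone (1 lower unadjusted in the SN and 3 in the VTA). Scn8a was the nearest in the VTA, at 0.0949 ± 0.116 UMIs per 10000 (SD, n = 3) in GqCNO mice and 0.515 ± 0.259 (SD, n = 5) in controls, a log2 difference of -0.75 (standard error 0.27, adjusted p = 0.253). The list passed camera in neither the SN (adjusted p = 0.197) nor the VTA (adjusted p = 0.144).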

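S100a6 (ENSMUSG00000001025, chromosome 3 of mm10 from 90612894 to 90614414) rose in the VTA, from 0.248 ± 0.153 UMIs per 10000 (SD, n = 5) in controls to 1.55 ± 0.811 (SD, n = 3) in GqCNO mice, a log2 difference of 1.39 (standard error 0.31, adjusted p = 0.0152). In the SN it was at 2.51 ± 0.441 against 0.471 ± 0.256, a log2 difference of 1.66 (standard error 0.54, adjusted p = 0.196), passing the unadjusted rule against both controls. Sgk1 (ENSMUSG00000019970, chromosome 10 of mm10 from 21882184 to 21999903) rose in the VTA from 0.325 ± 0.304 to 1.99 ± 1.08, a log2 difference of 1.59 (standard error 0.33, adjusted p = 0.00899). Its SN level was 1.34 ± 0.0462 against 0.356 ± 0.284, a log2 difference of 1.16 (standard error 0.56, adjusted p = 0.628), and did not pass the unadjusted rule against both controls. The SN levels rest on 2 to 17 UMIs of S100a6 per GqCNO mouse (1 to 3 per control) and 1 to 8 of Sgk1 (1 to 2 per control).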

Interestingly, *Sgk1* expression trended up in the CP, supporting circuit-level changes in calcium signaling. 

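In the CP, Sgk1 was at 1.2 ± 0.254 UMIs per 10000 (SD, n = 3) in GqCNO mice, 0.738 ± 0.154 (SD, n = 3) in GqVeh and 0.731 ± 0.149 (SD, n = 2) in CNO alone mice. The log2 difference from all controls was 0.66 (standard error 0.17, adjusted p = 0.992), it passed the unadjusted rule against both controls, and with the array pair as a block it passed (adjusted p = 0.0287). The difference was 0.90 in array pair 1 and 0.28 in array pair 2. Sgk1 belongs to a list of glucocorticoid-responsive genes, of which 5 of 12 rose in the CP over the list alone and none over all genes, with a median log2 difference of 0.29 (camera adjusted p = 8.46e-07, or 0.169 with an estimated correlation). The same list had medians of 0.52 in the VTA (2 of 7 higher, 3 over the list alone, camera adjusted p = 2.6e-05, or 0.0822 with an estimated correlation) and 0.83 in the SN (none of 8 higher, 1 over the list alone, camera adjusted p = 0.00652, or 0.306 with an estimated correlation).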

Increased *S100a6* expression has been observed in AD and ALS (Filipek and Leśniak, 2020), while *Sgk1* upregulation has been associated with DA neuron death in rodent toxin models of PD (Iwata et al., 2004; Stichel et al., 2005). Conversely, the expression of *calmodulin-2* (*Calm2*), which mediates control over a large number of enzymes and ion channels as a result of calcium binding (Means et al., 1991), and *Trpc6*, which is thought to form a nonselective calcium-permeant ion channel (Hsu et al., 2007), were both decreased. 

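Trpc6 (ENSMUSG00000031997, chromosome 9 of mm10 from 8543867 to 8680752) fell in the VTA, from 0.619 ± 0.298 UMIs per 10000 (SD, n = 5) in controls to 0.04 ± 0.0692 (SD, n = 3) in GqCNO mice, a log2 difference of -1.02 (standard error 0.26, adjusted p = 0.0474), on 0 to 2 UMIs per GqCNO mouse and 2 to 12 per control. In the SN it was at 0.0571 ± 0.0989 against 0.95 ± 0.53, a log2 difference of -1.32 (standard error 0.56, adjusted p = 0.52). Calm2 (ENSMUSG00000036438, chromosome 17 of mm10 from 87433401 to 87446935) was at 5.36 ± 0.73 against 9.38 ± 1.42 in the SN, a log2 difference of -0.75 (standard error 0.36, adjusted p = 0.608), below all 5 controls in all 3 GqCNO mice (exact permutation p = 0.0179). In the VTA Calm2 was at 7.33 ± 1.57 against 10.1 ± 1.44, a log2 difference of -0.45 (standard error 0.21, adjusted p = 0.442). Calm2 did not pass the unadjusted rule against both controls in either region.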

Decreased *Trpc6* may be a homeostatic response to chronically high intracellular calcium. These changes in calcium-regulating genes are consistent with the changes in baseline intracellular calcium observed in DA neurons by GCaMP photometry (Figure 3) and may reflect early processes that either cause or contribute to the onset of degeneration, or alternatively compensate to protect against degeneration.

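In the VTA, Syt1 (ENSMUSG00000035864, chromosome 10 of mm10 from 108497650 to 109010980) fell from 5.53 ± 1.1 UMIs per 10000 (SD, n = 5) in controls to 1.9 ± 0.782 (SD, n = 3) in GqCNO mice, a log2 difference of -1.37 (standard error 0.24, adjusted p = 0.00282). Snap25 was at 7.38 ± 0.815 against 13.2 ± 3.3 (-0.77, adjusted p = 0.086) and Ap2a1 at 1.17 ± 0.286 against 2.61 ± 0.601 (-0.89, adjusted p = 0.0812), and both passed the unadjusted rule against both controls. Syngr3 did not pass in the VTA by either rule (-0.50, adjusted p = 0.458). In the SN, Syt1 (-1.49, adjusted p = 0.0578) and Syngr3 (-1.72, adjusted p = 0.0555) passed the unadjusted rule against both controls, while Snap25 (-0.32, adjusted p = 0.815) and Ap2a1 (-0.07, adjusted p = 0.976) did not. Syngr3 in the SN was at 0.853 ± 0.743 against 3.48 ± 1.15, lower than in all 5 controls in all 3 GqCNO mice (exact permutation p = 0.0179), and its difference between the SN and VTA did not pass (adjusted p = 0.881).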

Pathway-level changes in transmission were driven by decreases in several synaptic-vesicle genes, including *synaptotagmin-1*, a calcium sensor that triggers transmitter release including striatal DA release (Xu et al., 2009); *Snap25*, a t-SNARE that regulates transmitter release (Kádková et al., 2019); *Ap2a1*, a component of the adapter protein complex AP-2 (Jackson et al., 2010); and *Syngr3*, a synaptic vesicle-associated protein that may regulate DAT function (Ho et al., 2023). Interestingly, *Snca* was also significantly downregulated in the VTA. α-Synuclein is enriched in presynaptic terminals and has been shown to modulate DA release (Bendor et al., 2013). Together, these results suggest that chronic DREADD activation of DA neurons results in significant changes in synaptic transmission which may result in altered calcium regulation and DA release.

To begin to interrogate the role of calcium in hyperactivity-induced degeneration, we performed a pilot experiment in which mice injected with saline in the left midbrain and AAV-hM3Dq(DREADD)-mCherry in the right midbrain were then implanted subcutaneously with slow-releasing placebo or isradipine pellets (Figure 4—figure supplement 5A). Mice were not acutely tested for responsiveness to CNO, as wheel running data is less clear with unilateral manipulation. Instead, DREADD expression was validated post hoc by immunofluorescence, and animals with little or no DREADD expression were excluded from further analysis. Isradipine blocks Ca_v_1.2 and Ca_v_1.3 channels that are highly expressed in SNc neurons (Chan et al., 2007; Dragicevic et al., 2014). Isradipine treatment has been shown to return SNc DA neurons to a juvenile form of pacemaking, and chronic treatment has been shown to reduce calcium-dependent mitochondrial oxidant stress (Chan et al., 2007; Guzman et al., 2018). To confirm the presence of systemic isradipine, we measured isradipine levels in blood plasma via HPLC (Figure 4—figure supplement 5B). Following 2 weeks of vehicle or CNO administration with placebo or isradipine release, we assessed striatal TH immunoreactivity and mCherry immunofluorescence. Consistent with previous results, we observed decreases in TH and mCherry in CNO-treated AAV-Gq hemispheres, but chronic isradipine administration did not rescue this loss (Figure 4—figure supplement 5C). However, the absence of rescue may result from a lack of statistical power due to small sample size or due to the presence of nonresponders. Further investigation is required to fully test the contribution of calcium signaling in hyperactivity-induced degeneration.

We also identified DEGs in the striatum. 

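In the CP, Etnppl (ENSMUSG00000019232, chromosome 3 of mm10 from 130617448 to 130635750), an enzyme of phosphoethanolamine breakdown, had the largest rise: 0.393 ± 0.117 UMIs per 10000 (SD, n = 3) in GqCNO mice against 0.125 ± 0.022 (SD, n = 5) in controls, a log2 difference of 1.32 (standard error 0.16, adjusted p = 0.0602), and 1.25e-05 with the array pair as a block. Among other genes passing against both controls were Tsc22d3 (0.63, block adjusted p = 0.00402), Gjb6 (0.57, block adjusted p = 0.00383), Pnpla7 (0.57) and Fam107a (0.54), which were higher, and Galnt14 (-0.53, block adjusted p = 0.0137), Tuba4a (-0.53) and Hes5 (-0.56), which were lower. For all of these the 3 GqCNO mice lay beyond the 5 controls. The rule that named them asks for this, so their exact permutation p of 0.0179 is no separate test. Of 10813 tested CP genes, 155 were higher and 177 lower in this way, where chance gives 3.57% in both directions together. Of neuronal activity-regulated genes, all 22 tested had a log2 difference below 0, with a median of -0.39. Over the list alone 4 were lower and over all genes none, and Egr1 was at 1.3 ± 0.58 against 2.12 ± 0.421. The list passed camera (adjusted p = 3.71e-12, or 0.169 with an estimated correlation), and GqVeh exceeded CNO alone mice by a median of 0.19. Genes of cholesterol synthesis had a median log2 difference of -0.17 over 19 genes (camera adjusted p = 1.38e-08, or 0.169 with an estimated correlation), with 4 lower over the list alone, among them Hmgcs1 (-0.35) and Idi1 (-0.36). That list did not pass in the SN (median -0.03, adjusted p = 0.926) or VTA (median -0.17, adjusted p = 0.216). The synaptic vesicle list in the CP had a median of 0.01 (camera adjusted p = 0.912), and the axon cytoskeleton list -0.07 (adjusted p = 0.00201, or 0.312 with an estimated correlation).

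**Figure D3:**
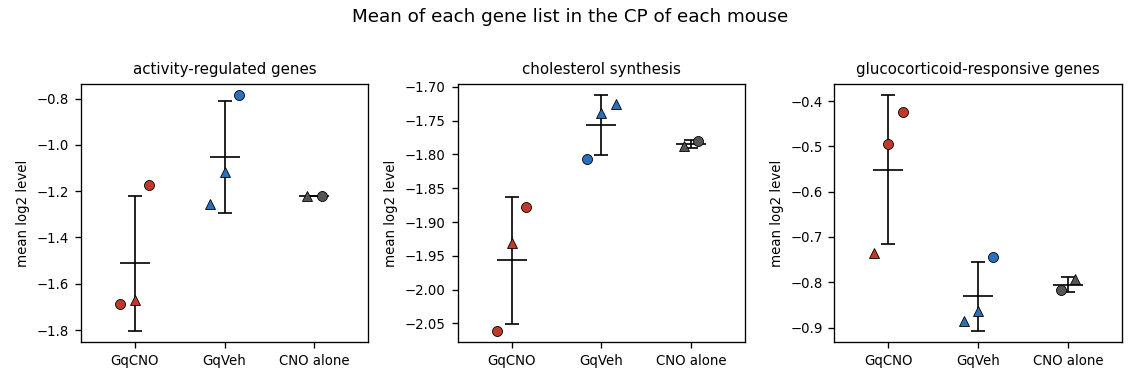
Mean log2 level (y axis) of neuronal activity-regulated, cholesterol synthesis and glucocorticoid-responsive genes in the CP by group (x axis), where each point is a mouse (circles, array pair 1 and triangles, array pair 2), bars are group means and error bars SD. The difference of GqCNO from controls in the list mean is -0.39, -0.19 and 0.27.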

Upregulated genes included: *Mt2*, a metallothionein protein that acts as an antioxidant to protect against free radicals (Carpenè et al., 2007); *Acsl3*, an acyl-CoA synthetase that stimulates fatty acid synthesis (Fernandez and Ellis, 2020) and could supply energy substrates; and the mitochondrial uncoupling protein *Ucp2*. 

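Mt2 (ENSMUSG00000031762, chromosome 8 of mm10 from 94172618 to 94173567) was at 2.43 ± 0.205 UMIs per 10000 (SD, n = 3) in the CP of GqCNO mice and 1.64 ± 0.268 (SD, n = 5) in controls, a log2 difference of 0.57 (standard error 0.13, adjusted p = 0.74), and it passed with the array pair as a block (adjusted p = 0.014). Acsl3 was at 1.34 ± 0.0543 against 1.07 ± 0.0704 (0.31, block adjusted p = 0.107) and Ucp2 at 0.138 ± 0.00529 against 0.0972 ± 0.0093 (0.36, block adjusted p = 0.151). All 3 genes passed the unadjusted rule against both controls, and their GqCNO values all lay above all controls (exact permutation p = 0.0179 for each). The paper picked these genes from the same mice, so that this p is no separate test. Of 20 genes of oxidative stress, metallothioneins and ferritins, 2 rose over the list alone and none over all genes, with a median of 0.05 (camera adjusted p = 0.00462, or 0.424 with an estimated correlation). In the VTA Mt2 rose (1.19, standard error 0.28, adjusted p = 0.0246), 2 of 18 list members were higher and none lower, and the list passed camera (adjusted p = 0.000594, or 0.25 with an estimated correlation). It passed also in the SN (adjusted p = 0.0461, or 0.262 with an estimated correlation), where Ftl1 rose (1.35, adjusted p = 0.0319). Acsl3 and Ucp2 did not pass in the SN or VTA.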

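Unc13a (ENSMUSG00000034799, chromosome 8 of mm10 from 71624125 to 71671774) was at 0.521 ± 0.0481 UMIs per 10000 (SD, n = 3) in the CP of GqCNO mice, 0.812 ± 0.0517 (SD, n = 3) in GqVeh and 0.773 ± 0.0387 (SD, n = 2) in CNO alone mice. Its log2 difference from all controls was -0.57 (standard error 0.10, adjusted p = 0.317), and it passed with the array pair as a block (adjusted p = 0.00028). Vgf (ENSMUSG00000037428, chromosome 5 of mm10 from 137025301 to 137033351) was at 1.51 ± 0.0494, 2.31 ± 0.166 and 1.75 ± 0.19 in the same groups, a log2 difference of -0.44 (standard error 0.10, adjusted p = 0.651), with a block adjusted p of 0.00325. Unc13a passed the unadjusted rule against both controls, and Vgf passed against GqVeh but not against CNO alone. All 3 GqCNO mice lay below all 5 controls for both genes (exact permutation p = 0.0179 for Unc13a and 0.0357 for Vgf). The paper picked both genes from the same mice, so that neither p is a separate test.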

Downregulated genes included: *Unc13a*, which is involved in neurotransmitter release via vesicle maturation and has been implicated in ALS (Dittman, 2019; Diekstra et al., 2014), and *Vgf*, a secreted growth factor whose expression is also decreased in PD (Quinn et al., 2021).

We also evaluated the SN DEGs (n=59) and additional genes of interest identified within our DREADD mouse model with gene expression changes within human control and early PD subjects (Figure 4—figure supplement 6A and B). We employed the Nanostring GeoMx assay to assess whole transcriptome changes of DA neurons (TH+ masked, see Methods) within the SNc ventral tier of controls and early PD subjects. Of the 59 DEGs, 51 were found within the human dataset, and these genes exhibited broadly congruent directional changes between mouse and human (chi-square p-value=0.05). This suggests that similar mechanisms may be at play in the PD midbrain and the DREADD mouse model. To investigate this further, we considered genes that emerged from the mouse dataset involved in calcium, transmission, and DA and evaluated them in the early PD samples (Figure 4—figure supplement 6B and C). We found that the expression of *Syt1*, *Syngr3*, and *Calm2* was all decreased in both mouse and human datasets. Similarly, we found that expression of *Slc18a2* (VMAT2) and *Slc10a4* were also decreased in the mouse and human data. These findings may suggest common mechanisms of calcium dysregulation and altered DA metabolism in an early stage of degeneration in our mouse model and in human PD. Additionally, differential gene expression analysis revealed that *Hspa4* and *Eif3g* were downregulated (FDR<0.02) within the SNc ventral tier DA neurons of early PD subjects compared to controls and in the mouse model (Figure 4—figure supplement 6A), highlighting other potential common pathogenic mechanisms. 

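On the mouse side, Slc10a4 (ENSMUSG00000029219, chromosome 5 of mm10 from 73006904 to 73012955), a vesicular transporter of monoamine neurons, fell in both regions. In the SN it was at 0.908 ± 1.04 UMIs per 10000 (SD, n = 3) in GqCNO mice and 4.54 ± 1.8 (SD, n = 5) in controls, with a standard error of 0.47 on the log2 difference of -2.07, and a difference of -2.89 in array pair 1 and -0.75 in array pair 2. In the VTA it was at 1.82 ± 0.469 against 4.73 ± 0.581, a log2 difference of -1.18 (standard error 0.23, adjusted p = 0.00532). The 3 GqCNO mice lay below the 5 controls in both regions (exact permutation p = 0.0179 in each), and the difference between regions did not pass (adjusted p = 0.894).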

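In the SN of the mice, Eif3g (ENSMUSG00000070319, chromosome 9 of mm10 from 20894349 to 20898590) was at 0.228 ± 0.396 UMIs per 10000 (SD, n = 3) in GqCNO mice and 1.33 ± 0.399 (SD, n = 5) in controls, a log2 difference of -1.43 (standard error 0.55, adjusted p = 0.431). It passed the unadjusted rule against both controls in the SN, although in only 9 of 21 settings and not with the array pair as a block, weights by discs, edgeR or the higher pseudocount. It did not pass in the VTA, where the log2 difference was 0.0036, and the difference between the regions did not pass (adjusted p = 0.881). Hspa4 (ENSMUSG00000020361, chromosome 11 of mm10 from 53259814 to 53300479) was at 1.28 ± 0.0799 against 1.75 ± 0.208 in the SN, a log2 difference of -0.33 (standard error 0.51, adjusted p = 0.873), and did not pass the unadjusted rule against both controls. Its levels in all 3 GqCNO mice lay below those in all 5 controls. The SN levels rest on 0 to 4 UMIs of Eif3g per GqCNO mouse (1 to 11 per control) and 1 to 7 of Hspa4 (2 to 14 per control). Heat shock proteins and chaperones had a median log2 difference of -0.29 in the SN (16 tested, camera adjusted p = 0.343), -0.27 in the VTA (16 tested, adjusted p = 0.025, or 0.332 with an estimated correlation) and 0.01 in the CP (17 tested, adjusted p = 0.636), and no member passed in any of the 3 regions over all genes or over the list alone.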

Additional investigation is required to determine the functional impact of these genetic changes on DA neuron and DA neuron subtype function and vulnerability.

## Discussion

Here, we establish a new model system to chronically activate midbrain DA neurons and show that this prolonged activation leads to the preferential and stepwise degeneration of SNc DA neurons, starting with loss of terminals and progressing to neuronal death.

### New model to chronically activate DA neurons

Prior studies have activated midbrain DA neurons by both optogenetics and DREADDs to study the impact of DA neuron activity on sleep (Eban-Rothschild et al., 2016) and the spread of pathological α-synuclein (Helwig et al., 2022). However, in order to accurately model the impact of neural activity on neurodegeneration, we hypothesized that activity must be chronically increased. Unlike other studies which have used once or twice daily injections of CNO, we delivered CNO in the drinking water to ensure a more continuous, sustained impact on neural activity. We confirmed that chronic 1-, 2-, or 4-week hM3Dq activation results in sustained increases in intracellular calcium levels and functional behavioral readouts, suggesting that our model induces long-lasting changes in DA neuron activity. Moreover, ex vivo electrophysiology demonstrated that the basal level of DA neuron activity does indeed increase with CNO treatment. An important question, however, is whether our model accurately recapitulates how neural activity increases in physiological or pathological situations.

Compensatory increased or decreased rates of DA neuron pacemaking may help to maintain striatal DA as it is depleted in PD or to protect against energy failure by decreasing energy consumption. Meanwhile, changes in bursting may reflect circuit-level adaptations to PD in response to ongoing degeneration. Irregular or silenced pacemaking is commonly observed in toxin-based models of PD (Harden and Grace, 1995; Liss et al., 1999; Bilbao et al., 2006; Liss et al., 2005; Yee et al., 2014), while increased induced bursting is observed after massive loss of DA neurons or complete loss of complex I (Hollerman and Grace, 1990; Chen et al., 2009; Stachowiak et al., 1987; González-Rodríguez et al., 2021). These changes could further promote the degeneration of remaining DA neurons. As such, in future studies, it will be important to understand how changes in the pattern of activity (i.e. bursting vs pacing) impact degeneration. In other PD models, DA neuron activity is altered prior to degeneration (Bishop et al., 2010; Good et al., 2011; Lin et al., 2021). The energetic demands of neural activity position altered activity as a possible contributor to the degenerative process in energetically vulnerable DA neurons, either as an initiating force or as a driver of disease progression.

One possible outcome of chronic hyperactivation is depolarization block (DB), a process that occurs even in healthy neurons wherein prolonged excitation induces persistent depolarization and blockade of spike generation (Curtis et al., 1960). DB occurs in midbrain DA neurons following chronic treatment with antipsychotic drugs (Grace and Bunney, 1986), and DB in SNc neurons is specifically associated with extrapyramidal symptoms (Grace et al., 1997; White and Wang, 1983). Lesions of DA neurons with 6-OHDA can also increase susceptibility to DB (Hollerman and Grace, 1989). In our chronic hyperactivation model, there is a strong decrease in dark cycle wheel running behavior that may be consistent with DB (Figure 1C, Figure 1—figure supplement 1B). Prolonged excitation along with progressive degeneration in our model may put DA neurons at greater risk of entering DB. However, CNO-treated animals have increased rather than decreased open-field movement (Figure 3—figure supplement 1B). Our NEUROeSTIMator data also predicts higher activity scores in GqCNO samples compared to GqVEH and CNO alone controls (Figure 4E). Moreover, while DB can’t be assessed in slices due to its reliance on afferent input, we observed increased pacemaking in CNO-treated neurons, further arguing against prominent induction of DB. Given that VTA and SNc neurons can have differential susceptibilities to DB in response to antipsychotics, it is possible that a subpopulation of DA neurons in our model periodically enter DB without gross effects on locomotion. Additional data such as in vivo electrophysiology will be necessary to fully investigate the possibility of DB.

As expected, chronically increasing neural activity increased the movement of mice during the light cycle. However, it was notable that movement as measured by wheel use in the home cage did not increase as robustly as did movement in the open-field chamber (Figure 3—figure supplement 1B), perhaps indicating that the impact on movement is greater in novel environments. This may reflect the effects of midbrain DA neurons on motivation and exploration (Wang et al., 2013; Jing et al., 2019). The later return to control levels of locomotion midway through CNO treatment may indicate the onset of synaptic dysfunction or degeneration. In addition, our electrophysiologic analyses focused on cell body function, but the loss of terminals starting by ≈1 week (Figure 2—figure supplement 1B) raises the possibility that synaptic function might be disrupted even earlier, in parallel to behavioral changes. Meanwhile, chronically increasing activity unexpectedly and robustly decreased movement during the dark cycle (when mice should be most active) within 3–4 days of starting CNO (Figure 1C, Figure 1—figure supplement 1B). One possibility is decreased dark cycle movement results from a disruption in sleep, which might occur given the mild increased use of running wheels during the light cycle. Indeed, prior studies show that acute inhibition or stimulation of VTA DA neurons by optogenetics or DREADDs suppresses or promotes wakefulness, respectively (Eban-Rothschild et al., 2016; Taylor et al., 2016). These data support a critical role for VTA DA neurons in maintaining wakefulness and suggest that increased activity might promote wakefulness in our activity model. Future investigations assessing the impact of chronic SNc vs VTA DA neuron activation on circadian rhythms and sleep are needed to determine if these DA neurons similarly influence sleep in the setting of prolonged stimulation, and how potential sleep changes might contribute to the effects of chronically increased neural activity on motor function.

### Chronic chemogenetic activation drives degeneration

How does increasing the activity of SNc and VTA DA neurons impact these neurons, as well as their striatal targets? Analysis by spatial transcriptomics near the onset of axonal degeneration reveals a clear decrease in the expression of genes involved in DA synthesis (*Th*), uptake (*Slc6a3*), and storage (*Slc18a2*) in the SNc and VTA, perhaps reflecting neuronal stress that precedes degeneration or an attempt to decrease DA release. Further investigation will be needed to determine whether these gene expression changes are associated with functional deficits. Decreases in presynaptic transmission-related genes (*Syt1*, *Snap25*, *Snca*, *Ap2a1*) in midbrain DA neurons are consistent with axonal dysfunction and loss that are observed later in CNO treatment. Moreover, consistent with the role of hM3Dq DREADDs in increasing cytosolic calcium (Roth, 2016) on a systems level, we observed a significant change in expression of genes involved in the regulation of calcium channels (Table 1), as well as serum and glucocorticoid-inducible kinase 1 (*Sgk1*), a protein-serine/threonine kinase activated by calcium (Imai et al., 2003), in both the midbrain and striatum. Our photometry analysis also raises the possibility of a central role for calcium in activity-induced degeneration, as calcium levels in midbrain DA levels rose markedly following 7 days of CNO (Figure 3F), as axonal degeneration progresses (Figure 2—figure supplement 1B).

The mechanism of preferential degeneration remains to be determined but is likely triggered by increased cytosolic calcium levels associated with hM3Dq activation (Roth, 2016). SNc DA neurons are believed to be intrinsically vulnerable to increased calcium due to their pacemaking activity driven by Ca_v_1.3 channels (Chan et al., 2007), combined with the high energetic requirements of removing calcium from neurons and lack of calbindin expression (Surmeier and Schumacker, 2013). Further investigation is required to determine if DREADDs differentially increase calcium levels in SNc vs VTA DA neurons, and/or if SNc DA neurons are more vulnerable to the same level of elevation. Further, it remains unknown whether increased calcium leads directly to degeneration, for instance by triggering energy failure or increasing ROS, or if it indirectly causes neurodegeneration by triggering potentially toxic downstream processes such as increased cytosolic or extracellular DA release.

Excessive glutamate leads to large influxes of calcium that can trigger excitotoxicity leading to neurodegeneration and cell death (Szydlowska and Tymianski, 2010). Chronic, mild calcium elevation can also dysregulate mitochondrial calcium buffering and increase sensitivity to cytosolic calcium toxicity (Verma et al., 2022), and the route of calcium entry can also impact toxicity (Sattler et al., 1998). In a pilot study, isradipine, a blocker of Ca_v_1.2 and Ca_v_1.3 channels, did not confer protection against hyperactivity-induced degeneration in our model (Figure 4—figure supplement 5). However, it is possible that other interventions against calcium-induced toxicity, such as inhibition of NMDA receptors or the mitochondrial calcium uniporter, may be protective. Alternatively, degeneration could be driven by the toxicity of excessive extracellular DA as a consequence of elevated activity. Future studies will explore these potential mechanisms.

If increased DA neuron activity contributes to degeneration in PD, then one might also expect gene expression changes in our model to mirror those seen in PD. Indeed, we found that mouse DEGs exhibited broadly congruent directional changes in the human dataset (Figure 4—figure supplement 6). This raises the possibility that similar mechanisms of degeneration and adaptation may be at play in both our mouse model and in PD. Interestingly, *Hspa4* was significantly downregulated in the mouse and human datasets. Heat shock proteins broadly function to remove misfolded proteins, but the function of *Hspa4* in neurons is not well described. However, in rat neural stem cells, *Hspa4* is upregulated by selegiline, a type B monoamine oxidase inhibitor used to treat PD, and *Hspa4* upregulation reduces ROS levels and mitochondrial DNA damage following hydrogen peroxide exposure (Abdanipour et al., 2018; Elkenani et al., 2022). In MPTP-treated mice, deacetylation of *Hspa4* is linked to decreased microglial activation and neuroinflammation (Yang et al., 2022). In our activity model, decreased *Hspa4* expression might indicate a failure to respond to inflammation, promoting neurodegeneration. Further studies will be required to investigate the role of *Hspa4* and inflammation in chronic hyperactivation-induced toxicity.

Notably, we compared our mouse transcriptomic data at a stage when there is mild terminal loss and no somatic degeneration with early human PD patient tissues where there is limited DA neuron loss, raising confidence in the relevance of the comparison. However, it is important to consider that our Visium transcriptomic analysis has limited cell-type resolution. Therefore, important areas of future investigation include higher spatial resolution in the analysis of mouse tissue, and assessment of additional disease stages, brain areas, and cell types in human PD patient tissues.

In some cases, disease proteins or circuit changes may decrease neural activity. As such, it will be important to understand in which contexts activity increases or decreases, and also how decreasing DA activity influences degeneration. Indeed, if activity does promote degeneration, it will also be important to understand if decreasing DA neuron activity is protective, and if activity can be decreased or modulated without compromising motor function. Interestingly, chronic nicotine, which may mediate the protective association of smoking in PD (Quik, 2004; Nourse et al., 2021), inhibits SNc DA neurons through agonism of nicotinic acetylcholine receptors expressed on presynaptic GABAergic terminals (Xiao et al., 2009). In addition, a proposed mechanism of action for the beneficial effects of deep brain stimulation (DBS) in PD is the inhibition of the subthalamic nucleus. As such, it will also be important to know how DBS influences DA neuron activity and if it has the potential to influence neurodegeneration. Interestingly, recent clinical trial data raise the possibility that DBS might slow disease progression when administered to early-stage patients (Hacker et al., 2020).

In summary, our data show that chronically increasing the activity of DA neurons can produce toxicity, and that SNc neurons may be more susceptible to this effect than VTA neurons. Considering that DA neuron activity may increase to compensate for other dying DA neurons, or in response to certain disease proteins, our data support the hypothesis that increased neural activity contributes to the pathophysiology of at least a subset of PD. Proving this, and determining how this evolves with disease stage, will be important goals for future research.

## Methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus, male*)	DAT^IRES*cre*^	The Jackson Laboratory	RRID:IMSR_JAX:006660	
Strain, strain background (*Mus musculus, male*)	Ai148D	The Jackson Laboratory	RRID:IMSR_JAX:030328	
Antibody	Anti-tyrosine hydroxylase (rabbit polyclonal)	Millipore Sigma	RRID:AB_390204	1:1000 (IF, DAB), 1:100 (Visium)
Antibody	Anti-DsRed (rabbit monoclonal)	Takara	RRID:AB_3083500	1:1000 (IF, DAB)
Antibody	Anti-NeuN (mouse monoclonal)	Millipore Sigma	RRID:AB_2298772	1:200 (Visium)
Antibody	Anti-mCherry (chicken polyclonal)	Abcam	RRID:AB_2722769	1:200 (Visium)
Antibody	Anti-mouse Alexa Fluor 647 (goat polyclonal)	Thermo Fisher	RRID:AB_2535804	1:200 (Visium)
Antibody	Anti-rabbit Alexa Fluor 488 (goat polyclonal)	Thermo Fisher	RRID:AB_2576217	1:500 (IF), 1:200 (Visium)
Antibody	Anti-rabbit Alexa Fluor 594 (goat polyclonal)	Thermo Fisher	RRID:AB_2534095	1:500 (IF)
Antibody	Anti-chicken Alexa Fluor 594 (goat polyclonal)	Thermo Fisher	RRID:AB_2534099	1:200 (Visium)
Antibody	Anti-rabbit Biotinylated (goat polyclonal)	Vector Laboratories	RRID:AB_2313606	1:300 (DAB)
Recombinant DNA reagent	rAAV8-hSyn-DIO-hM3Dq-mCherry	UNC Vector Core, AddGene	RRID:Addgene_44361	Diluted to 4.6e^12^ mol/mL
Commercial assay or kit	Vectastain ABC-HRP Kit, Peroxidase (Rabbit IgG)	Vector Laboratories	PK-4001	
Commercial assay or kit	Visium Spatial Gene Expression (v1)	10x Genomics	1000215, 1000187, 1000193, 1000200	
Commercial assay or kit	GeoMx Digital Spatial Profiler	Nanostring	RRID:SCR_021660	
Chemical compound, drug	Clozapine-*N*-oxide	Tocris Bioscience	4936	300 mg/L via drinking water
Chemical compound, drug	Isradipine slow-release pellets	Innovative Research of America	Custom pellets; isradipine supplied by Thermo Fisher (J63920.MF)	3 μg/g/day release
Software, algorithm	EthoVision XT	Noldus	RRID:SCR_000441	Version 10
Software, algorithm	Wheel Analysis Software	Med Associates	SOF-861	
Software, algorithm	Enrichr	Sei et al., 2023; Chen et al., 2013; Kuleshov et al., 2016	RRID:SCR_001575	
Software, algorithm	Space Ranger	10x Genomics	RRID:SCR_023571	
Software, algorithm	Loupe Browser	10x Genomics	RRID:SCR_018555	Version 5
Software, algorithm	Stereo Investigator	MBF Bioscience	RRID:SCR_024705	
Software, algorithm	Synapse	TDT	RRID:SCR_006307	
Software, algorithm	GeoMx NGS analysis pipeline	Illumina	RRID:SCR_011881	Version 2.0.21

### Experimental model and subject details

#### Mice

Mice were group-housed in a colony maintained with a standard 12 hr light/dark cycle and given food and water ad libitum. All mice received food on the cage floor. All animal experimental procedures were conducted in accordance with the Guide for the Care and Use of Laboratory Animals, as adopted by the National Institutes of Health, and with approval from the University of California, San Francisco Institutional Animal Care and Use Committee. All mice were housed in a state-of-the-art barrier facility managed by the UCSF Laboratory Animal Resource Center (LARC). Animal care and use in this research are covered under the UCSF ‘Assurance of Compliance with PHS Policy on Humane Care and Use of Laboratory Animals by Awardee Institutions’ number A3400-01. Experiments were performed on age-matched mice. All mouse lines were maintained on a C57Bl/6 background (The Jackson Laboratory; RRID:IMSR_JAX:000664). DAT^IRES*cre*^ mice (Bäckman et al., 2006) and Ai148D mice (Daigle et al., 2018) were obtained from The Jackson Laboratory.

### Methods

#### Chemogenetics

A detailed protocol for mouse stereotaxic surgery can be found at https://dx.doi.org/10.17504/protocols.io.b9kxr4xn. DAT^IRES*cre*^ homozygous mice (RRID:IMSR_JAX:006660) were injected bilaterally with 1 μL of rAAV8-hSyn-DIO-hM3Dq-mCherry (UNC Vector Core, AddGene, RRID:Addgene_44361) into the midbrain (–3.0 mm anterior-posterior, ±1.2 mm medial-lateral, –4.3 mm dorsal-ventral) using a stereotaxic frame (Kopf) and a microliter syringe (Hamilton).

A detailed protocol for monitoring mouse activity can be found at https://dx.doi.org/10.17504/protocols.io.3byl4qqe8vo5/v1. Two weeks following surgery, animals were single-housed and habituated to wireless running wheels (MedAssociates ENV-047, RRID:SCR_024879) connected to a hub (MedAssociates DIG-807, RRID:SCR_024880) for locomotion recordings and water bottles (Amazon) for drinking. A detailed protocol for validating responsiveness of DREADD-injected DAT^IRES*cre*^ mice to CNO can be found at https://dx.doi.org/10.17504/protocols.io.6qpvr3yrpvmk/v1. Validation of responsiveness was done for all DREADD experiments, except for those unilaterally injected for chronic isradipine treatment (Figure 4—figure supplement 5). All mice had access to a running wheel during their treatment, except those for fiber photometry and chronic isradipine treatment. The mice used for photometry underwent 7 days of running wheel access approximately 3 weeks prior to the beginning of the experiment. The photometry headcaps sterically prevented mice from having access to a running wheel in their home cage. Mice used for chronic isradipine treatment were unilaterally injected with hM3Dq, which does not lend to clear interpretation of running wheel data.

A detailed protocol for preparing and administering CNO via drinking water can be found at dx.doi.org/10.17504/protocols.io.n2bvj33oblk5/v1. CNO (NIMH, Tocris 4936) was administered ad libitum in 2% sucrose water at 300 mg/L. CNO and vehicle waters were made fresh weekly and stored at 4°C protected from light.

#### Ex vivo recording

A detailed protocol for ex vivo electrophysiology can be found at dx.doi.org/10.17504/protocols.io.261gedqn7v47/v1. DAT^IRES*cre*^ mice injected bilaterally with rAAV8-hSyn-DIO-hM3Dq-mCherry and chronically treated with vehicle or CNO water for 1 week were provided to the electrophysiologist blind to in vivo treatment. Mice were deeply anesthetized with isoflurane, decapitated with a rodent guillotine, and the brains were removed. Horizontal brain slices (150 µm thick) containing the SNc were prepared using a Vibratome (Campden Instruments, 7000smz-2). Slices were cut in ice-cold aCSF solution containing (in mM): 119 NaCl, 2.5 KCl, 1.3 MgSO_4_, 1.0 NaH_2_PO_4_, 2.5 CaCl_2_, 26.2 NaHCO_3_, and 11 glucose saturated with 95% O_2_–5% CO_2_ and allowed to recover at 33°C in aCSF for at least 1 hr.

Slices were visualized under an *Axio Examiner A1* equipped with Dodt and IR optics, using a Zeiss Axiocam 506 mono and Neurolucida 2023 (MBF Biosciences) software. Neurons were identified as DREADD-expressing prior to patching with fluorescent imaging of mCherry expressed concurrently with DREADDs. Whole-cell patch-clamp recordings were performed at 33°C using 3–5 MΩ pipettes containing (in mM): 123 K-gluconate, 10 HEPES, 0.2 EGTA, 8 NaCl, 2 MgATP, and 0.3 Na_3_GTP, pH 7.2, osmolarity adjusted to 275. Biocytin (0.1%) was also included in the internal solution to identify neurons after recordings where desired.

Recordings were made using Sutter IPA and SutterPatch v2.3.1 software (Sutter Instruments), filtered at 5 kHz and collected at 10 kHz. Liquid junction potentials were not corrected. *I*_h_ was recorded by voltage clamping cells at –60 mV and stepping to −40,–50, −70,–80, −90,–100, –110, and –120 mV. Cells were recorded in current-clamp mode (*I=*0 pA) for measuring spontaneous firing rates and CNO responsivity. For CNO testing, spontaneous firing rate or resting membrane potential was monitored until a stable baseline was observed for at least 5 min. Then, the perfusion solution was switched to 1 µM CNO for 5 min.

When recordings were completed, slices were drop-fixed in 4% formaldehyde in PBS for at least 2 hr.

For quantifications, spontaneous firing rate was measured as the mean firing rate during the first 120 s of whole-cell recording. Once every 10 s a brief hyperpolarizing pulse was applied, and the input resistance of the neuron was quantified from this test, averaged across the measurements made during the first 2 min of recording. AP waveform measurements were made from averages across at least eight APs from this recording interval. *I*_h_ magnitude was quantified as the difference between the initial steady-state response to the –120 mV step and the asymptote of the slow current sag.

Statistical analyses were completed in R (4.2.3), first testing whether data met the criteria for parametric statistical evaluation. Those datasets that met criteria were compared by unpaired Student’s t-test. Those that did not meet these criteria were compared by permutation test. Code for the electrophysiology analysis can be found at https://doi.org/10.5281/zenodo.10819038.

All salts and reagents were purchased from Sigma, except CNO (Tocris).

#### Ex vivo data analysis

Results are presented as mean ± SEM or with kernel density estimations. All but one neuron recorded in current clamp was quiescent during CNO testing. This neuron both depolarized and increased its firing rate in response to CNO and was therefore included in the time course average figure. For all data, parametric assumptions were tested to choose between t-test (parametric) and permutation (nonparametric) analysis.

### Fiber photometry

A detailed protocol for collecting fiber photometry data can be found at dx.doi.org/10.17504/protocols.io.bp2l6xwxzlqe/v1. 3-month-old Ai148D mice (RRID:IMSR_JAX:030328) bred with DAT^IRES*cre*^ were injected with rAAV8-hSyn-DIO-hM3Dq-mCherry as described above. After allowing 3 weeks for expression of the hM3Dq construct, locomotion was tested using IP injection of CNO to determine robust hM3Dq expression. Mice that exhibited increased locomotion following CNO injection were then implanted with optical fibers (400 µM, 0.48 NA). Mice were administered vehicle or CNO water for 14 days.

In vivo calcium data was acquired using a custom-built photometry system. An RZ5P fiber photometry processor (TDT, RRID:SCR_024878) and Synapse software (TDT, RRID:SCR_006307) were used to control LED output and acquire the photometry signal. Using this system, two LEDs were used to control GCaMP and isosbestic excitation (470 nm and 405 nm, respectively, Thorlabs). LEDs were sinusoidally modulated at 211 Hz (470 nm) and 531 Hz (405 nm) and entered a four-port fluorescence mini cube (Doric Lenses). The combined output was coupled to a fiber-optic patch cord (400 µm, 0.48 NA, Thorlabs), which then mated to the fiber-optic cannula in the mouse brain. The emitted light was collected onto a visible femtowatt photoreceiver module (AC low, Newport) and sampled at 60 Hz. Photometry data was then extracted via proprietary TDT software using MATLAB (MathWorks, RRID:SCR_001622). Code for the fiber photometry analysis can be found at https://doi.org/10.5281/zenodo.10819072.

### Open-field behavior

A detailed protocol for open-field analysis can be found at dx.doi.org/10.17504/protocols.io.36wgq33rklk5/v1. Spontaneous locomotor activity was assessed while simultaneously recording fiber photometry data. Videos acquired during photometry sessions were analyzed using Ethovision software (Noldus, RRID:SCR_000441) to calculate total distance traveled and percent of time spent moving.

### Chronic isradipine treatment and plasma detection

A detailed protocol for implantation of slow-release pellets can be found at dx.doi.org/10.17504/protocols.io.n92ldr428g5b/v1. DAT^IRES*cre*^ mice were unilaterally injected in the right midbrain with AAV-hM3Dq as detailed above and in the left midbrain at the same coordinates with 1 μL of sterile saline at 200 nL per minute. Mice were allowed to heal for 2 weeks. Mice were then implanted with either placebo or isradipine slow-release pellets (Innovative Research of America). Pellets were designed to release 3 μg/g/day of isradipine. Briefly, mice were anesthetized with isoflurane, and a placebo or isradipine pellet was implanted subcutaneously, and the wound was closed with sutures. Administration of either vehicle or CNO water was initiated the same day as pellet implantation. Blood was drawn from anesthetized mice and incubated in tubes containing K3 EDTA solution on ice. Tubes were centrifuged at 4°C at 10,000×*g* for 10 min. Collected supernatant was stored at –80°C until analyzed. Samples were sent to Charles River Laboratories for LC-MS/MS bioanalysis.

### Monoamine quantification

A detailed protocol for collecting striatal punches can be found at dx.doi.org/10.17504/protocols.io.dm6gp97xdvzp/v1. Striatal tissues flash-frozen for Visium Spatial Transcriptomics (described below) were used for monoamine quantification. Briefly, flash-frozen brains were embedded in optimal cutting temperature (OCT) and mounted on a cryostat to collect dorsal striatal punches. Punches were stored at –80°C before shipment to the Vanderbilt Neurochemistry Core for catecholamine quantification by HPLC (Berthet et al., 2014).

### Immunohistochemistry

Animals were anesthetized with 2,2,2-tribromoethanol and perfused with PBS followed by 4% paraformaldehyde (PFA) in PBS. Intact brains were removed, post-fixed in 4% PFA overnight at 4°C, and cryoprotected in 30% sucrose. 40-μm-thick coronal sections were cut on a sliding microtome (Leica) and stored in cryoprotectant (30% ethylene glycol [Sigma], 30% glycerol [Fisher Scientific] in PBS).

A detailed protocol for immunofluorescence can be found at dx.doi.org/10.17504/protocols.io.kxygx38owg8j/v1. Brain sections were rinsed with PBS followed by 0.2% Triton X-100 in PBS. The sections were then transferred to a blocking solution containing 4% fetal bovine serum (JR Scientific) and 0.2% Triton X-100 in PBS for 1 hr. Following overnight incubation in primary antibody, sections were rinsed in 0.2% Triton X-100 in PBS and incubated for 2 hr with a suitable secondary antibody. Sections were rinsed again in 0.2% Triton X-100 before mounting and coverslipping with antifade mounting medium (Vector Laboratories H1400, H1500).

A detailed protocol for peroxidase staining can be found at dx.doi.org/10.17504/protocols.io.n92ldm127l5b/v1. Sections were quenched with 3% H_2_O_2_ and 10% methanol in PBS and blocked in 10% fetal bovine calf serum, 3% BSA, and 1% glycine in PBS with 0.5% Triton X-100. They were incubated with primary antibody followed by biotinylated secondary and subsequently streptavidin-conjugated horseradish peroxidase (HRP) (1:500; Vectastain ABC kit, Vector Laboratories). Immunostaining was visualized with hydrogen peroxide and 1 3,3′-diaminobenzidine (DAB, Sigma).

The following primary antibodies were used: rabbit anti-DsRed (1:1000; Takara, RRID:AB_3083500), rabbit anti-tyrosine hydroxylase (1:1000; AB152, Millipore, RRID:AB_390204), mouse anti-NeuN (Millipore MAB 377, RRID:AB_2298772), and chicken anti-mCherry (Abcam ab205402, RRID:AB_2722769). Secondary antibodies Alexa Fluor goat anti-mouse 647 (Thermo Fisher Scientific Cat# A-21235, RRID:AB_2535804), anti-rabbit 488 (Thermo Fisher Scientific Cat# A11034, RRID:AB_2576217), anti-rabbit 594 (Thermo Fisher Scientific Cat# A11037, RRID:AB_2534095), or anti-chicken 594 (Thermo Fisher Scientific Cat# A-11042, RRID:AB_2534099) IgG were used (1:500). A biotinylated goat anti-rabbit IgG (1:300, Vector Laboratories, BA-1000, RRID:AB_2313606) was used for peroxidase staining.

Stained samples were visualized using an automated fluorescence microscope (Keyence BZ7000) and a laser-scanning confocal microscope (Zeiss LSM880).

### Stereology

Total numbers of TH-positive and mCherry-positive neurons were quantified by an experimenter blinded to groups. Region selection of SN and VTA was done under ×5 magnification following the definition by Fu et al., 2012. Imaging was done under ×63 magnification by a Zeiss Imager microscope (Carl Zeiss Axio Imager A1) equipped with an XYZ computer-controlled motorized stage and an EOS rebel T5i Digital Camera (Canon), and counting was done using MBF Bioscience’s Stereo Investigator (RRID:SCR_024705). Counting frame size was 60×60 μm^2^, and systematic random sampling grid was 130×130 μm^2^, with a section interval of 6.

### Optical density analysis

A detailed protocol for optical density analysis can be found at dx.doi.org/10.17504/protocols.io.81wgbxo2nlpk/v1. Images of DAB-stained striatal sections were taken with an automated light microscope (Keyence) by a blinded experimenter. ImageJ (RRID:SCR_002285) was calibrated for optical density and subsequently used to draw regions of interest (ROIs) around striatal areas and to measure mean optical density. The Allen Brain Atlas was used as a reference brain atlas (Allen Mouse Brain Atlas, mouse.brain-map.org and atlas.brain-map.org). Optical density values were background-subtracted using an adjacent brain region with low TH expression levels, the piriform cortex.

### Spatial genomics

#### Mouse Visium spatial gene expression

Spatial transcriptomics were acquired with Visium spatial gene expression kits (10x Genomics). Sample preparation, sample imaging, and library generation were completed in accordance with 10x Spatial Gene Expression protocols and as previously published (Sei et al., 2023). Briefly, fresh brain tissue was flash-frozen in an isopentane bath cooled to –80°C using dry ice. The brain tissue was then embedded in OCT compound (Tissue-Tek 62550-12). A cryostat was used to obtain a 10-µm-thin section from the midbrain that was then mounted onto a 10× spatial gene expression slide. Sections were stained with TH, NeuN, and DsRed to visualize mCherry (striatal sections only) and Hoechst 33342 before imaging on a Leica Aperio Versa slide scanner. The cDNA libraries were generated at the Gladstone Genomics Core. Libraries were sequenced at the UCSF Center for Advanced Technology on an Illumina NovaSeq 600 on an SP flow cell. Alignment of the sequencing data with spatial data from the Visium slide was completed with the 10x Space Ranger software (10x Genomics, RRID:SCR_023571). The 10x Loupe Browser software (RRID:SCR_018555) was then used to identify six anatomical ROIs: (1) SN, (2) VTA, (3) thalamus in the midbrain, and (4) CP, (5) LSX, and (6) white matter tracts in the striatum. RNA capture areas corresponding to each anatomical region were selected for analysis based on their spatial proximity to the anatomical regions and on the expression of known genetic markers. SN and VTA genetic markers included *Th*, *Slc6a3*, and *Slc18a2*; thalamus markers included *Prkcd*, *Ptpn3*, and *Synpo2*; CP was identified with *Ppp1r1b*; the LSX was identified with *Prkcd*; white matter was identified with *Mbp*. Demarcation of SN and VTA was done according to Fu et al., 2012. Capture areas that expressed high levels of astrocyte markers (*Gfap*, *Aldh1l1*) and microglia markers (*Aif1*, *P2ry12*) were excluded. SN and VTA capture areas also had to contain at least one complete DA neuron soma. Roughly 5–10 neuronal cell bodies fit into a single capture area for SN and VTA with 2–49 capture areas per VTA, 1–7 capture areas per SN, 0–39 capture areas per thalamus, 357–560 capture areas per CP, 6–93 capture areas per LSX, and 21–72 capture areas per white matter tracts. Gene expression levels were exported to GraphPad Prism and Microsoft Excel (Microsoft, RRID:SCR_016137). Gene rankings for hit analysis were established using the fold change score (FCS) and signal-to-noise score (SNS). Equations for these scores are given as:

\begin{document}$$\displaystyle SNS=\frac{\mu _{KO}- \mu _{WT}}{\sigma _{KO}+\sigma _{WT}}\times \left (- Log_{10}P\right)$$\end{document}

\begin{document}$$\displaystyle FCS=Log_{2}\left (\frac{\mu _{KO}}{\mu _{WT}}\right)\times \left (- Log_{10}P\right)$$\end{document}

where µ is the average gene expression, σ is the standard deviation, and P is the p-value derived from a t-test. Genes with a p-value<0.05 were highlighted as DEGs of interest. The expression levels for these genes of interest were probed in SN, VTA, and the thalamus to identify a subset of genes with DA region-specific changes. Pathway analysis was done on all hits that appeared in both scoring metrics using the Enrichr webtool (RRID:SCR_001575) (Chen et al., 2013; Kuleshov et al., 2016; Xie et al., 2021). Code for Visium spatial transcriptomics analysis can be found at https://doi.org/10.5281/zenodo.10819193.

#### Principal components analysis

The R function prcomp was used for principal component analysis, with the median normalized gene expression level of each gene as the input. Only genes that were expressed in all regions (for SN and VTA) and whose expression was >0 were included.

#### Neuronal activity predictions

To quantify neuronal activity, we utilized NEUROeSTIMator (Bahl et al., 2024), a deep learning model that generates a singular activity score following whole transcriptome reconstruction of 22 neuronal activity markers. This score has been shown to correlate significantly with electrophysiological features of hyper-excitability. We applied the NEUROeSTIMator algorithm to the Visium count matrix (species = ‘mmusculus’). Visium spatial transcriptomic capture areas within the SN and VTA were defined as described above, and neighboring spots were included using the RegionNeighbors (mode = ‘all_inner_outer’) function of semla R statistical program (Larsson et al., 2023). The predicted activity scores were normalized by division of the mean activity scores of the total tissue section they were derived from. Group-wise normalized predicted activity scores were compared using the Kolmogorov-Smirnov test (KS test).

#### Human spatial gene expression

Cohort materials: formalin-fixed paraffin-embedded (FFPE) midbrain sections were collected from individuals with pathologically verified early-stage Parkinson’s disease (ePD) (n=10) and individuals without any neurological or neuropathological conditions (n=10) through the New South Wales (NSW) Brain Banks, as detailed in Table 2. The research protocol received ethical clearance from the University of Sydney Human Research Ethics Committee (approval number 2021/845). All PD subjects exhibited a positive response to levodopa and met the UK Brain Bank Clinical Criteria for PD diagnosis (Gibbels, 1988) without any other neurodegenerative disorders. Control subjects demonstrated no signs of Lewy body pathology, and ePD subjects had Braak stage IV Lewy body pathology, in accordance with the established criteria (Braak et al., 2003; Halliday et al., 2006).

**Table 2.** Demography of the human postmortem cohort assayed by GeoMx.

Group	Gender (M/F)	Age at death (years)	Postmortem delay (hr)	DV200
Aged healthy controls	3/7	92.0 (5.75)	25 (8.25)	28.9 (16.4)
Early PD	5/3	73.5 (12)^†^	17.5 (13.5)*	28.3 (9.10)

Values are presented as median (IQR). The comparison of age at death, postmortem delay, and DV200 between groups was made using the Welch’s two-sample t-test. The comparison of gender between groups was made using the chi-square test.

* p<0.05.

† p<0.001.

Sequencing and data processing: FFPE sections were stained using TH antibody (BioLegend, cat# 818008, 1:50 RRID:AB_2801155) and processed using the Nanostring GeoMx Digital Spatial Profiler (RRID:SCR_021660), as per the manufacturer’s instructions, to obtain TH+ masked transcripts. Sequencing libraries for the whole transcriptome were constructed using the Human Whole Transcriptome Atlas (GeoMx Hu WTA) following the manufacturer’s instructions. Technical replicates were consolidated using the Linux ‘cat’ command, and alignment and feature counting were performed using the GeoMx NGS analysis pipeline (version 2.0.21) executed on the Illumina BaseSpace platform (Illumina, RRID:SCR_011881). Quality control was implemented using R statistical programming language with the cutoffs; minSegmentReads: 1000, percentTrimmed: 80%, percentStitched: 80%, percentAligned: 75%, percentSaturation: 50%, minNegativeCount: 1, maxNTCCount: 10,000, minNuclei: 20, minArea: 1000. The minimum gene detection rate across all samples was set at 1%. The minimum gene detection rate per sample was set to 1%. Recently, Van Hijfte and colleagues reviewed the recommended Nanostring GeoMx Q3 normalization technique (van Hijfte et al., 2023), observing that Q3 normalization failed to correct for large differences in the signal (gene expression) to noise (neg probes) observed between samples and recommended quantile normalization. We performed preliminary experiments of five normalization techniques: Q3 normalization, background normalization, quantile normalization, SCTransform, and normalizing for total library size. We observed that quantile normalization displayed the lowest absolute MA plot correlation and least significance following the KS test. Hence, quantile normalization was implemented, and batches (slides) were corrected using Harmony (Korsunsky et al., 2019). DEGs identified by spatial transcriptomic analysis of mouse model were evaluated between control and ePD TH+ masked ROIs from the SNc ventral tier. The congruence between directional changes of mouse and human was quantified using a chi-square test. To assess differential gene expression between control (CTR) and PD samples, we employed the ‘limma voom’ methodology, incorporating covariates diagnosis, age, postmortem delay, RNA integrity number equivalent (DV200), sex, DSP processing plate, and brain bank ID (Law et al., 2014). This analysis was conducted using the R statistical software environment with all scripts available at https://doi.org/10.5281/zenodo.10819064 and processed and raw datasets available at https://doi.org/10.5281/zenodo.10511809.

### Quantification and statistical analysis

All statistical analyses including the n, what n represents, description of error bars, statistical tests used, and level of significance are found in the figure legends or corresponding results. A minimum sample size of n=3 mice was used, except for spatial transcriptomics where capture area space was limited. Two-way repeated-measures ANOVA followed by Holm-Sidak multiple comparisons was used for comparing vehicle vs CNO groups. One-way ANOVA followed by Holm-Sidak multiple comparisons was used for comparing multiple groups in mouse spatial transcriptomic data. Three-way ANOVA followed by Holm-Sidak multiple comparisons was used for assessing chronic isradipine histology. t-Test or permutation (nonparametric) analysis was used for ex vivo electrophysiology data. Mouse DEGs were ranked according to the defined SNS and FCS metrics. Congruence between directional changes of mouse and human was quantified using a chi-square test. ‘Limma voom’ methodology was used to assess differential gene expression between control and PD samples, incorporating covariates (see Human Spatial Gen Expression). All analyses were performed using GraphPad Prism version 9 (RRID:SCR_002798), Microsoft Excel, and R version 4.2.2 (RRID:SCR_000432).

## Data Availability

Data are available at https://doi.org/10.5281/zenodo.10499026. Human spatial transcriptomics data are available at https://zenodo.org/doi/10.5281/zenodo.10499186. The mouse spatial transcriptomics data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (Edgar et al., 2002) and are accessible through GEO Series accession number GSE299398 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE299398). All other data are included in the manuscript and/or supporting information. The following datasets were generated: RademacherK DoricZ SeiYJ NakamuraK 2025Chronic hyperactivation of midbrain dopamine neurons causes preferential dopamine neuron degenerationNCBI Gene Expression OmnibusGSE29939810.7554/eLife.98775PMC1238043140856691 ChattertonZ FuY HallidayG 2024Spatial Transcriptomic analysis (GeoMx) of SNc ventral tier dopamine cells in control and PD subjectsZenodo10.5281/zenodo.10511809 RademacherK NakamuraK KreitzerA GarciaJ CreedR NelsonA DoricZ HaddadD MamaligasA LiaoS-C KanoK ChattertonZ FuY SeiY VanceV HallidayG MargolisE 2024Data for Chronic hyperactivation of midbrain dopamine neurons causes preferential dopamine neuron degenerationZenodo10.5281/zenodo.15312580PMC1238043140856691

# Supplementary material for: Chronic hyperactivation of midbrain dopamine neurons causes preferential dopamine neuron degeneration
**Source:** eLife. 2025 Aug 26;13:RP98775. doi: 10.7554/eLife.98775
**Supplement:** MDAR checklist

**Materials Design Analysis Reporting (MDAR)**

**Checklist for Authors**

The [MDAR framework](https://osf.io/xfpn4/) establishes a minimum set of requirements in transparent reporting mainly applicable to studies in the life sciences.

*eLife* asks authors to **provide detailed information within their article** to facilitate the interpretation and replication of their work. Authors can also upload supporting materials to comply with relevant reporting guidelines for health-related research (see [EQUATOR Network](http://www.equator-network.org/%20)), life science research (see the [BioSharing Information Resource](http://biosharing.org/)), or animal research (see the [ARRIVE Guidelines](http://www.plosbiology.org/article/info:doi/10.1371/journal.pbio.1000412) and the [STRANGE Framework](https://doi.org/10.1038/d41586-020-01751-5); for details, see *eLife*’s [Journal Policies](https://reviewer.elifesciences.org/author-guide/journal-policies)). Where applicable, authors should refer to any relevant reporting standards materials in this form.

For all that apply, please note **where in the article** the information is provided. Please note that we also collect information about data availability and ethics in the submission form.

**Materials:**

| **Newly created materials** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| The manuscript includes a dedicated "materials availability statement" providing transparent disclosure about availability of newly created materials including details on how materials can be accessed and describing any restrictions on access. |  | N/A |
|  |  |  |
| **Antibodies** | **Indicate where provided: section/figure legend** | **N/A** |
| For commercial reagents, provide supplier name, catalogue number and [RRID](https://scicrunch.org/resources), if available. | Methods |  |
|  |  |  |
| **DNA and RNA sequences** | **Indicate where provided: section/figure legend** | **N/A** |
| Short novel DNA or RNA including primers, probes: Sequences should be included or deposited in a public repository. |  | N/A |
|  |  |  |
| **Cell materials** | **Indicate where provided: section/figure legend** | **N/A** |
| Cell lines: Provide species information, strain. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. |  | N/A |
| Primary cultures: Provide species, strain, sex of origin, genetic modification status. |  | N/A |
|  |  |  |
| **Experimental animals** | **Indicate where provided: section/figure legend** | **N/A** |
| Laboratory animals or Model organisms: Provide species, strain, sex, age, genetic modification status. Provide accession number in repository OR supplier name, catalog number, clone number, OR RRID. | Methods |  |
| Animal observed in or captured from the field: Provide species, sex, and age where possible. |  | N/A |
|  |  |  |
| **Plants and microbes** | **Indicate where provided: section/figure legend** | **N/A** |
| Plants: provide species and strain, ecotype and cultivar where relevant, unique accession number if available, and source (including location for collected wild specimens). |  | N/A |
| Microbes: provide species and strain, unique accession number if available, and source. |  | N/A |
|  |  |  |
| **Human research participants** | **Indicate where provided: section/figure legend) or state if these demographics were not collected** | **N/A** |
| If collected and within the bounds of privacy constraints report on age, sex, gender and ethnicity for all study participants. | Supplementary Table 2 |  |

**Design:**

| **Study protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| If the study protocol has been pre-registered, provide DOI. For clinical trials, provide the trial registration number OR cite DOI. |  | N/A |
|  |  |  |
| **Laboratory protocol** | **Indicate where provided: section/figure legend** | **N/A** |
| Provide DOI OR other citation details if detailed step-by-step protocols are available. | Methods |  |
|  |  |  |
| **Experimental study design (statistics details) *** | | |
| **For in vivo studies: State whether and how the following have been done** | **Indicate where provided: section/figure legend. If it could have been done, but was not, write “not done”** | **N/A** |
| Sample size determination | Methods |  |
| Randomisation | Results |  |
| Blinding | Methods |  |
| Inclusion/exclusion criteria | Results |  |
|  |  |  |
| **Sample definition and in-laboratory replication** | **Indicate where provided: section/figure legend** | **N/A** |
| State number of times the experiment was replicated in the laboratory. |  | N/A |
| Define whether data describe technical or biological replicates. |  | N/A |
|  |  |  |
| **Ethics** | **Indicate where provided: section/submission form** | **N/A** |
| Studies involving human participants: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods |  |
| Studies involving experimental animals: State details of authority granting ethics approval (IRB or equivalent committee(s), provide reference number for approval. | Methods |  |
| Studies involving specimen and field samples: State if relevant permits obtained, provide details of authority approving study; if none were required, explain why. |  | N/A |
|  |  |  |
| **Dual Use Research of Concern (DURC)** | **Indicate where provided: section/submission form** | **N/A** |
| If study is subject to dual use research of concern regulations, state the authority granting approval and reference number for the regulatory approval. |  | N/A |

**Analysis:**

| **Attrition** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| Describe whether exclusion criteria were pre-established. Report if sample or data points were omitted from analysis. If yes, report if this was due to attrition or intentional exclusion and provide justification. | Results  Methods |  |
|  |  |  |
| **Statistics** | **Indicate where provided: section/figure legend** | **N/A** |
| Describe statistical tests used and justify choice of tests. | Quantification and Statistical Analysis |  |
|  |  |  |
| **Data availability** | **Indicate where provided: section/submission form** | **N/A** |
| For newly created and reused datasets, the manuscript includes a data availability statement that provides details for access (or notes restrictions on access). | Data, Materials, and Software Availability |  |
| When newly created datasets are publicly available, provide accession number in repository OR DOI and licensing details where available. | Data, Materials, and Software Availability |  |
| If reused data is publicly available provide accession number in repository OR DOI, OR URL, OR citation. |  | N/A |
|  |  |  |
| **Code availability** | **Indicate where provided: section/figure legend** | **N/A** |
| For any computer code/software/mathematical algorithms essential for replicating the main findings of the study, whether newly generated or re-used, the manuscript includes a data availability statement that provides details for access or notes restrictions. | Data, Materials, and Software Availability  Methods |  |
| Where newly generated code is publicly available, provide accession number in repository, OR DOI OR URL and licensing details where available. State any restrictions on code availability or accessibility. | Methods |  |
| If reused code is publicly available provide accession number in repository OR DOI OR URL, OR citation. |  | N/A |

**Reporting:**

The MDAR framework recommends adoption of discipline-specific guidelines, established and endorsed through community initiatives.

| **Adherence to community standards** | **Indicate where provided: section/figure legend** | **N/A** |
| --- | --- | --- |
| State if relevant guidelines (e.g., ICMJE, MIBBI, ARRIVE, STRANGE) have been followed, and whether a checklist (e.g., CONSORT, PRISMA, ARRIVE) is provided with the manuscript. |  | N/A |

* We provide the following guidance regarding transparent reporting and statistics; we also refer authors to [Ten common statistical mistakes to watch out for when writing or reviewing a manuscript](https://doi.org/10.7554/eLife.48175).

**Sample-size estimation**

- You should state whether an appropriate sample size was computed when the study was being designed
- You should state the statistical method of sample size computation and any required assumptions
- If no explicit power analysis was used, you should describe how you decided what sample (replicate) size (number) to use

**Replicates**

- You should report how often each experiment was performed
- You should include a definition of biological versus technical replication
- The data obtained should be provided and sufficient information should be provided to indicate the number of independent biological and/or technical replicates
- If you encountered any outliers, you should describe how these were handled
- Criteria for exclusion/inclusion of data should be clearly stated
- High-throughput sequence data should be uploaded before submission, with a private link for reviewers provided (these are available from both GEO and ArrayExpress)

**Statistical reporting**

- Statistical analysis methods should be described and justified
- Raw data should be presented in figures whenever informative to do so (typically when N per group is less than 10)
- For each experiment, you should identify the statistical tests used, exact values of N, definitions of center, methods of multiple test correction, and dispersion and precision measures (e.g., mean, median, SD, SEM, confidence intervals; and, for the major substantive results, a measure of effect size (e.g., Pearson's r, Cohen's d)
- Report exact p-values wherever possible alongside the summary statistics and 95% confidence intervals. These should be reported for all key questions and not only when the p-value is less than 0.05.

**Group allocation**

- Indicate how samples were allocated into experimental groups (in the case of clinical studies, please specify allocation to treatment method); if randomization was used, please also state if restricted randomization was applied
- Indicate if masking was used during group allocation, data collection and/or data analysis

How the deposited data were processed for this re-analysis (not part of the article)

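Gene expression in brain sections of 8 mice was measured with Visium spatial arrays (10x Genomics, v1 chemistry): 3 GqCNO, 3 GqVeh and 2 CNO alone mice, each with a midbrain and a striatal section. The 4 GEO samples are 4 arrays, with sections of 4 mice each, and the 2 arrays with the same 4 mice are called an array pair. The authors' notes name mm10 as the genome build and Space Ranger for alignment and counting, without a software version or an annotation release. In the methods, discs were chosen in Loupe Browser (version 5) by position, by marker genes and, in the SN and VTA, by a complete TH-positive soma, and discs high in astrocyte or microglia markers were left out. The 6 regions are the SN, VTA and thalamus on midbrain arrays and the CP, lateral septal complex and white matter on striatal arrays. The deposited signal is the authors' median-normalized average of each gene over the discs of one region of one mouse. In every column the low values are whole multiples of one step, so that the signal was taken to be UMI counts summed over the discs and divided by one factor per column. Every column of an array has the same total, taken to be the median UMI count per disc of that array, which the authors do not state, and the arrays were normalized separately. A region label per disc, as deposited by the authors, is of another kind and served only to count discs. Image scale factors and disc positions were not used. Single-disc counts were not among the values used here, so no score per disc was computed. The human GeoMx values are not part of this series and were not used.

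The median depth per mouse was 43702 UMIs in the SN, 127916.5 in the VTA and 5139514 in the CP, with a lowest total of 7779, 25808 and 4300381. The files of the midbrain arrays share 14904 genes, with 1042 and 1274 in a single file, and those of the striatal arrays share 19955, with 1127 and 1139 in a single file. A gene missing from a file was set to 0 there, a choice made here. Coordinates come from a reference gene table of GRCm38.p6, the assembly of mm10, matched by symbol for 6106 of 6174 tested genes in the SN, 6237 of 6312 in the VTA and 10636 of 10813 in the CP.

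The mouse was the replicate. Every column was rescaled to a total of 10000, and log2 values were taken after adding 0.5 in midbrain and 0.05 in striatal regions. Genes with a mean of at least 0.25 (midbrain) or 0.05 (striatum) over the mice of a region were tested. limma 3.58.1 in R 4.3.3 fitted the means of the 3 groups per region with a variance trend, and its p-values were adjusted by Benjamini-Hochberg over the genes of the region. The comparisons were GqCNO against all 5 controls, against GqVeh, against CNO alone, and GqVeh against CNO alone. After the methods, genes were also counted at an unadjusted p under 0.05 against both control groups in the same direction. Differences between the SN and VTA were tested in limma on the difference per mouse. Single genes and list means had two-sided exact permutation tests over the 56 splits of 8 mice (35 with the 7 mice of the thalamus for GqVeh, 21 for GqCNO). Principal components were taken of genes above 0 in every column, centred and scaled. A level of 0 was kept as 0 UMIs, and the added constant keeps its log2 value finite, so that log2 differences against such a mouse depend on it. No tissue batch other than the array pair is named, and the array pair, with all 3 groups in each, entered as a block in an alternative.

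Lists of genes were fixed in advance and tested with camera of limma at an inter-gene correlation of 0.01, adjusted over the lists with at least 3 tested members. The 20 pathway lists cover dopamine synthesis and identity, synaptic vesicles, calcium handling, calcium channels, pacemaking channels, activity-regulated genes, axon cytoskeleton, sodium-potassium ATPase, nuclear- and mitochondria-encoded respiratory complexes, chaperones, endoplasmic reticulum stress, oxidative stress, glucocorticoid response, circadian clock, cholesterol synthesis, interferon response, lysosomes and reactive astrocytes. The 14 cell type lists cover direct-pathway, indirect-pathway and other projection neurons of the striatum, striatal interneurons, GABAergic, glutamatergic and thalamic neurons, microglia, astrocytes, oligodendrocytes and their precursors, endothelial cells, blood cells and T cells. Named genes followed a rule: every gene the results text names for the spatial data, with Drd1 and Ddc from Figure 4. Per region SN, VTA and CP, the rule adds the 8 largest rises and the 8 largest falls among genes passing against both controls whose 3 GqCNO values all lie beyond all 5 controls, and from each list up to 4 tested members with the smallest p. Of these, Th, Slc6a3, Slc18a2 and Ppp1r1b served the authors to choose discs. Results on 2 named genes are not reported here.

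Alternatives changed the scaling (values as deposited, TMM of edgeR 4.0.16), the added constant (0.1 or 1 in midbrain, 0.01 or 0.2 in striatum), the filter (none, or a mean of 1 and 0.2) and the test. The tests were limma with the array pair as a block, without a trend, with weights by discs or on 2 groups alone, edgeR's quasi-likelihood test on recovered counts, and the methods' t-test with equal or unequal variances. For lists, camera with an estimated correlation and fry were run. Each mouse was left out in turn, and columns were thinned to the lowest total of their region. Thinning, repeated 100 times for 2 gene lists of the SN and VTA, and leaving out the chromosome 13 interval in the CP, were added after the first results. The fit was tested on simulated data with 200 changed genes in 5 simulations. At a fold of 4, 16.5% of changed genes were recovered in the SN, 56.8% in the VTA and 96.5% in the CP, and at a fold of 2 0.6%, 1.8% and 94.1%, with none in the wrong direction. These simulations hold no array pair, so that the CP shares do not apply to CP values that differ between the pairs. False calls averaged at most 2.8, 2.2 and 13.8 per simulation.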

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

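The tests on depth, on the share of neurons, on injection and virus alone, on the array pair for dopamine genes, on the share of dopamine neuron RNA (over all mice, then by mouse) and on chromosome 13 (variant, array pair, CNO drinking and other genes) were chosen after the patterns were seen. For the single thinning and the other genes of chromosome 13 the bounds were written before the test was run, while the repeated thinning, its bound (first on a p, then on the median alone) and the allowance for spread within array pairs followed earlier outcomes.

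In 87 groups of mice, 5 had a mouse far from the others by Dixon's gap test, where chance gives about 1 in 20 groups. In the thalamus, CNO alone mouse C1W7 had 24.5% of its UMIs from mitochondria-encoded genes (median of the others 13.2%) and 31.4% from the 50 most abundant genes (median of the others 23.2%). Among control mice in the SN, GqVeh mouse 784 had an Sgk1 level of 0.859 (median of the others 0.233), 1 UMI of its 11644 (each other control also holds 1 or 2), and a Ddc level of 4.29 (median of the others 15.3). In the CP, Ap2a1 was at 1.61 in CNO alone mouse C1W7 (median of the other controls 1.88).

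White matter, for which the paper reports no genes, held a signal above the controls: Hbb-bs 1.85 (adjusted p = 0.00134), Hba-a2 1.73 (adjusted p = 0.00249), Hba-a1 1.81 (adjusted p = 0.00249) and Hbb-bt 2.03 (adjusted p = 0.0174) had these log2 differences in limma between GqCNO mice and controls. Of 56 splits of the mice, 6 gave 4 or more genes (highest other 44), so that chance cannot be excluded for this count. No biological explanation was tested.

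Genes of interferon response and antigen presentation were higher in GqCNO mice by 1.32 in the SN and 1.65 in the VTA (log2, list mean), above all 5 controls in 2 and 3 of 3 mice. Thinned once to the lowest total the list median was 0.98 (SN, 1.22 before) and 1.68 (VTA, 1.59 before), and over 100 further thinnings 1.31 (SN, 0.92 to 1.66) and 1.69 (VTA, 1.45 to 1.91), which excludes depth as the whole cause, although the exact permutation p was under 0.05 in only 43 SN thinnings (0.0536 before). In the VTA, differences of 1.52 and 1.87 within array pairs exclude the pair. The list rose there by 1.48 more than oligodendrocyte, astrocyte and endothelial markers (exact permutation p = 0.0357), which argues against fewer neurons and more of these cells. Microglia were not among these markers, so that a lower share of neurons through more microglia is not excluded. All 3 GqCNO mice lay above all GqVeh mice by a mean of 1.27 (SD of GqVeh mice 0.60), which argues against injection and virus alone. They are not excluded, since 3 against 3 mice allow only 10 splits, too few for a share under 0.05. In the SN the pair, the share of neurons and injection cannot be told apart from an effect of activation, because the difference in array pair 2 was 0.65 (SD of its controls 0.68), the rise over those markers did not pass (1.02, exact permutation p = 0.125), and GqCNO mouse 781 lay below GqVeh mouse 784 (mean difference of the groups 0.92). Chronic activation may raise these genes, as may more microglia in the discs or CNO in injected mice, and the design holds no injected mice given CNO without the receptor.

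Genes of dopamine synthesis, storage and uptake were lower in GqCNO mice, by a median of -0.91 in the SN and -0.75 in the VTA, where differences of the list mean of -0.81 and -0.66 within array pairs exclude the pair, while in the SN the pair cannot be told apart from an effect of activation (-1.39 within array pair 1, but -0.12 within array pair 2, with 1 GqCNO mouse and an SD of its controls of 0.21). Thinned once to the lowest total the median was -0.66 (SN) and -0.84 (VTA), and over 100 further thinnings -0.85 (SN, -1.38 to -0.47) and -0.77 (VTA, -1.06 to -0.43), which excludes depth as the whole cause, although the SN missed the bound written before the single thinning, with 2 of 3 GqCNO mice below all controls instead of 3 (2 of 3 before thinning, all 3 in 33 of 100 thinnings), and its exact permutation p was under 0.05 in only 61 thinnings (0.0357 before). A smaller share of dopamine neuron RNA in the discs would lower these genes alike, and the log2 ratio of Slc6a3 to Th differed by -0.29 in the SN (exact permutation p = 0.679), less than the SD of 0.55 between control mice, which is consistent with that explanation there. In the VTA the ratio differed by -1.30 (exact permutation p = 0.0893, SD of controls 0.22): GqCNO mice 781 (-1.96 from the controls' mean) and 801 (-2.12) lay below all controls with Th within their range, which excludes a smaller share as the whole cause in these mice, while in mouse 804 both genes were low and the ratio near that of controls (0.18), as a smaller share predicts. A loss of transcripts per neuron after activation stays open in both regions, and the choice of discs by Th, Slc6a3 and Slc18a2 conditions each of these values.

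In the CP, neighbouring genes of chromosome 13 that the paper does not name (Yae1d1, Vps41, Amph, Stard3nl and Epdr1, 17986640 to 19619830 of mm10) summed to 1.78 ± 0.0305 UMIs per 10000 in GqVeh mice (SD, n = 3) and 3.58 ± 0.154 in the others (SD, n = 5), a ratio of 0.498, with ratios of 0.47 to 0.54 over the 6 regions and every GqVeh mouse below every other mouse. Chance is excluded over a scan of windows of 4 genes (1 of 56 splits, 0.85 against 0.56 for the highest other), as are the array pair (-0.85 and -0.95 within pairs) and a wider difference in genotype (3.65% of 219 other genes of the chromosome passed an unadjusted p of 0.05, against 4.43% of genes on other chromosomes). A variant of strain or litter in the interval may underlie it, but both tests of this missed their bound by less than the spread between mice and cannot be told apart from other causes: the weakest median log2 difference of the interval was -0.45 (thalamus) and the lowest ratio of the flanking genes 0.697 (white matter). The interval and its flanks of 1.5 Mb were defined after the genes were seen, the measure was changed from the median to the sum after the first result, the allowance for the spread was made after both outcomes were seen, and a version without the bound on the flanks was tried and put aside. Vehicle drinking is shared by all GqVeh mice, with 0 vehicle-drinking mice in other groups, so that it cannot be told apart from genotype.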

How the results depend on the processing

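The alternatives were fixed before the data were examined, apart from thinning every column to the lowest total of its region and leaving out the interval of chromosome 13, which were chosen after the results were seen. No named gene reversed in the SN, VTA or CP under any other scaling, filter, pseudocount or tool, but within array pair 2 of the SN, where GqCNO is a single mouse, 5 reversed: Th to 0.59, Ddc to 0.0822, Slc6a3 to 0.36, Aqp4 to -0.15 and Pcp4 to 0.70. With every mouse thinned to the lowest total of the region, 7779 UMIs in the SN and 25808 in the VTA, 31 of 126 named SN genes lost their call and 15 of 119 in the VTA. The methods' t-test on single genes ended the call for 31 of 133 named genes in the SN and 43 of 123 in the VTA, and testing every gene without a filter did so for 36 in the VTA. With the array pair as a block, 27 of 143 named CP genes newly passed, 5 SN genes and 1 VTA gene lost the call, and 2 VTA genes gained it. Among gene lists it ended 1 call in the SN and 1 in the VTA and added 1 in the VTA and 6 in the CP. Leaving out a mouse of a group of 2 leaves a lone sample, assumed to vary like the other groups. GqCNO mouse 801 has no thalamus column, so that leaving it out changes nothing there. The gene lists and principal components were not run with edgeR, weights, the 2 groups alone or the methods' t-test. Except where fewer UMIs, genes or mice enter by construction, the cause of each change below was not tested.

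As reported, the SN had 40 genes against all controls, 12 against GqVeh and 38 against CNO alone, the VTA 96 against all controls, 30 against GqVeh and 71 against CNO alone, the CP 0 against all controls, 5 against GqVeh and 0 against CNO alone, and the control regions 4 against all controls at an adjusted p, where the control regions are the thalamus, lateral septal complex and white matter together. At an unadjusted p, the SN had 143 genes against both controls, 376 against GqVeh and 374 against CNO alone, the VTA 246 against both controls, 686 against GqVeh and 385 against CNO alone, and the CP 76 against both controls, 437 against GqVeh and 273 against CNO alone. Camera passed 15 gene lists in the SN, 17 in the VTA and 10 in the CP, and 9 genes passed between the control groups (GqVeh against CNO alone, SN, VTA and CP together). Counts that moved by over 1.5 times follow by setting, and where a mouse was left out some counts that moved less are given as well.

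On the values as deposited, the VTA had 14 genes against GqVeh at an adjusted p. With TMM scaling, the SN had 3 genes against GqVeh and the VTA 3 against GqVeh at an adjusted p. 2 genes passed between the control groups. At the lower pseudocount, the VTA had 41 genes against all controls and 1 against GqVeh at an adjusted p. At the higher pseudocount, 5 genes passed between the control groups. Without a filter on low values, the VTA had 8 genes against all controls, 1 against GqVeh and 9 against CNO alone and the CP 1 against GqVeh at an adjusted p. Before adjustment, the SN had 625 genes against CNO alone, the VTA 1045 against GqVeh and 776 against CNO alone, and the CP 175 against both controls, 923 against GqVeh and 851 against CNO alone. 4 genes passed between the control groups.

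Under the stricter filter, the SN had 8 genes against all controls, 0 against GqVeh and 14 against CNO alone and the VTA 3 against GqVeh at an adjusted p. Without adjustment, the SN had 73 genes against both controls, 140 against GqVeh and 167 against CNO alone, the VTA 149 against both controls, 304 against GqVeh and 214 against CNO alone, and the CP 32 against both controls, 232 against GqVeh and 121 against CNO alone. With the array pair as a replicate block, the SN had 7 genes against GqVeh and the CP 47 against all controls, 46 against GqVeh and 6 against CNO alone at an adjusted p. At an unadjusted p, the CP had 302 genes against both controls, 1074 against GqVeh and 978 against CNO alone. 18 genes passed between the control groups. 16 gene lists in the CP passed camera. Without the variance trend, the SN had 4 genes against GqVeh and 20 against CNO alone, the VTA 3 against GqVeh, and the control regions 0 against all controls at an adjusted p. 2 genes passed between the control groups. With weights by discs, the SN had 21 genes against GqVeh and 58 against CNO alone, the VTA 179 against CNO alone, and the CP 1 against all controls at an adjusted p. Unadjusted, the VTA had 759 genes against CNO alone. 58 genes passed between the control groups. Fitting the 2 groups alone, the CP had 1 gene against all controls at an adjusted p. Before adjustment, the SN had 226 genes against GqVeh. 2 genes passed between the control groups. In edgeR on the recovered counts, the VTA had 146 genes against CNO alone and the CP 1 against all controls at an adjusted p. Without adjustment, the VTA had 446 genes against GqVeh and 585 against CNO alone. 48 genes passed between the control groups. After thinning to the lowest total, the SN had 0 genes against all controls, 0 against GqVeh and 0 against CNO alone, the VTA 57 against all controls and 38 against CNO alone, and the CP 3 against GqVeh at an adjusted p. At an unadjusted p, the SN had 78 genes against both controls and 229 against GqVeh and the VTA 441 against GqVeh. By the methods' t-test with equal variances, the SN had 0 genes against all controls, 0 against GqVeh and 136 against CNO alone, the VTA 0 against all controls, 1 against GqVeh and 258 against CNO alone, the CP 0 against GqVeh, and the control regions 55 against all controls at an adjusted p. Unadjusted, the SN had 79 genes against both controls and 809 against CNO alone, the VTA 1077 against CNO alone, and the CP 129 against both controls, 915 against GqVeh and 789 against CNO alone. 243 genes passed between the control groups. By the methods' t-test with unequal variances, the SN had 0 genes against all controls, 0 against GqVeh and 0 against CNO alone, the VTA 0 against all controls, 0 against GqVeh and 0 against CNO alone, the CP 0 against GqVeh, and the control regions 0 against all controls at an adjusted p. Before adjustment, the SN had 39 genes against both controls and 150 against GqVeh, the VTA 106 against both controls, 380 against GqVeh and 687 against CNO alone, and the CP 663 against GqVeh and 516 against CNO alone. 0 genes passed between the control groups. In camera with an estimated correlation, 0 gene lists in the SN, 0 in the VTA and 0 in the CP passed. In fry, 0 gene lists in the SN, 11 in the VTA and 0 in the CP passed. For genes centred without scaling, the exact permutation p of the principal components was 0.0357 for the SN and VTA. Leaving out the interval of chromosome 13, the CP had 1 gene against GqVeh at an adjusted p.

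Without GqCNO mouse 781, the SN had 75 genes against all controls, 28 against GqVeh and 64 against CNO alone, the VTA 47 against all controls, 2 against GqVeh and 41 against CNO alone, and the CP 0 against all controls and 0 against GqVeh at an adjusted p. Without adjustment, the SN had 256 genes against both controls and 530 against CNO alone. 5 gene lists in the CP passed camera. Without GqCNO mouse 801, the VTA had 116 genes against all controls, 45 against GqVeh and 88 against CNO alone and the CP 0 against GqVeh at an adjusted p. At an unadjusted p, the VTA had 379 genes against both controls and 546 against CNO alone and the CP 48 against both controls and 172 against CNO alone. 15 gene lists in the CP passed camera. Principal components gave an exact permutation p of 0.143 for the SN and VTA, as they did without GqCNO mouse 804. Without GqCNO mouse 804, the SN had 16 genes against all controls, 1 against GqVeh and 19 against CNO alone, the VTA 37 against all controls, 1 against GqVeh and 43 against CNO alone, the CP 1 against all controls and 1 against GqVeh, and the control regions 9 against all controls at an adjusted p. Unadjusted, the SN had 229 genes against both controls and 553 against GqVeh. 2 genes passed between the control groups. Without GqVeh mouse 784, the SN had 67 genes against all controls and the CP 0 against GqVeh at an adjusted p. 3 genes passed between the control groups. Principal components gave an exact permutation p of 0.0286 for the SN and VTA. Without GqVeh mouse 785, the SN had 6 genes against GqVeh, the VTA 1 against GqVeh, the CP 0 against GqVeh, and the control regions 3 against all controls at an adjusted p. Before adjustment, the SN had 85 genes against both controls and the CP 45 against both controls and 256 against GqVeh. 22 genes passed between the control groups. Without GqVeh mouse 802, the SN had 3 genes against GqVeh, the VTA 17 against GqVeh, and the CP 1 against all controls and 9 against GqVeh at an adjusted p. Without adjustment, the SN had 82 genes against both controls and the CP 1123 against GqVeh. 4 genes passed between the control groups. Without CNO alone mouse C1W7, the SN had 23 genes against all controls and 14 against CNO alone and the VTA 28 against CNO alone at an adjusted p. At an unadjusted p, the SN had 62 genes against both controls, 236 against GqVeh and 175 against CNO alone, the VTA 161 against both controls and 217 against CNO alone, and the CP 103 against both controls and 562 against CNO alone. 3 genes passed between the control groups. Without CNO alone mouse C2W2, the SN had 23 genes against all controls and 14 against CNO alone and the VTA 28 against CNO alone at an adjusted p. Unadjusted, the SN had 61 genes against both controls, 234 against GqVeh and 112 against CNO alone and the VTA 141 against both controls and 173 against CNO alone. 2 genes passed between the control groups.

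Scaling moved the share of higher calls by over 10 percentage points in these counts. TMM gave 3 higher and 0 lower (as reported 4 and 8) for the adjusted count against GqVeh in the SN and 14 higher and 14 lower (as reported 24 and 14) against CNO alone. Among unadjusted SN counts it gave 33 higher and 106 lower (as reported 64 and 79) against both controls, 85 higher and 253 lower (as reported 175 and 201) against GqVeh and 76 higher and 424 lower (as reported 145 and 229) against CNO alone. For unadjusted VTA counts it gave 312 higher and 226 lower (as reported 325 and 361) against GqVeh and 160 higher and 281 lower (as reported 211 and 174) against CNO alone, for the CP 116 higher and 177 lower (as reported 79 and 194) against CNO alone, and for SN lists 7 higher and 6 lower (as reported 10 and 5). Values as deposited gave 4 higher and 5 lower (as reported 4 and 8) against GqVeh in the SN and 7 higher and 2 lower (as reported 9 and 0) between the control groups. Thinning gave 44 higher and 34 lower (as reported 64 and 79) against both controls in the SN, 20 higher and 6 lower (as reported 20 and 10) against GqVeh in the VTA and 6 higher and 1 lower (as reported 9 and 0) between the control groups.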

Differences from the paper's values

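The alternatives below were set before the data were examined, apart from thinning, which was chosen after the values were seen. The paper's counts use a p under 0.05 by t-test on single genes, adjusted for nothing, and those here a p under 0.05 in limma, also unadjusted, over genes above a filter. The paper states no filter.

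In the SN, 143 genes passed against both controls, where the paper gives 59. Of 21 alternatives, 6 came within 1.5 times the paper's value: the stricter filter, the methods' t-test with equal variances and leaving out in turn GqVeh mouse 785, GqVeh mouse 802, CNO alone mouse C1W7 and CNO alone mouse C2W2, and the other 15 did not (range over the alternatives 39 to 256). In the VTA, 246 passed, where Figure 4F shows about 150 (read by eye). Of 21 alternatives, 9 came within 1.5 times the paper's value: TMM scaling, the stricter filter, no trend, the methods' t-test with equal variances, the methods' t-test with unequal variances and leaving out in turn GqCNO mouse 781, GqCNO mouse 804, CNO alone mouse C1W7 and CNO alone mouse C2W2, and the other 12 did not (range over the alternatives 106 to 379). In the CP, 76 passed, within 1.5 times the value drawn in Figure 4F.

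Against CNO alone and not GqVeh, 231 genes passed in the SN (about 350 in Figure 4F, read by eye), 139 in the VTA (about 580 in Figure 4F, read by eye) and 197 in the CP (about 650 in Figure 4F, read by eye). For the SN: of 21 alternatives, 12 came within 1.5 times the paper's value: TMM scaling, the higher pseudocount, no filter, the array pair as a block, weights by discs, the 2 groups alone, edgeR, the methods' t-test with unequal variances and leaving out in turn GqCNO mouse 781, GqCNO mouse 801, GqCNO mouse 804 and GqVeh mouse 784, and the other 9 did not (range over the alternatives 51 to 730). For the VTA: of 21 alternatives, 3 came within 1.5 times the paper's value: no filter, weights by discs and the methods' t-test with unequal variances, and the other 18 did not (range over the alternatives 32 to 897). For the CP: of 21 alternatives, 5 came within 1.5 times the paper's value: no filter, the array pair as a block, the methods' t-test with equal variances, the methods' t-test with unequal variances and leaving out CNO alone mouse C1W7, and the other 16 did not (range over the alternatives 89 to 672).

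Against GqVeh and not CNO alone, 361 genes passed in the CP, where Figure 4F shows about 850 (read by eye). Of 21 alternatives, 5 came within 1.5 times the paper's value: no filter, the array pair as a block, the methods' t-test with equal variances, the methods' t-test with unequal variances and leaving out GqVeh mouse 802, and the other 16 did not (range over the alternatives 200 to 1027). The counts of this kind in the SN (233) and VTA (440) were within 1.5 times the values drawn, and the smallest and largest numbers of discs per region match those in the methods.

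The paper lists Calm2 among genes that fell in the SN or VTA of GqCNO mice. It did not pass here against both controls in either region (log2 differences -0.75 and -0.45), and of 22 settings in the SN and 22 in the VTA, it passed in the SN under the methods' t-test with equal variances and under none in the VTA. Hspa4 is described as lower in the mouse SN and had a log2 difference of -0.33 that did not pass, except under the methods' t-test with equal variances. In the CP, Vgf is listed as lower and had -0.44, passing against GqVeh but not against CNO alone, and it passed against both under the array pair as a block, leaving out CNO alone mouse C1W7 and the methods' t-test with equal variances. The paper's Discussion describes Th as lower in the SNc and VTA. Here Th passed in the SN (-1.03) but not in the VTA (-0.82), where it passed in 5 of 22 settings. Other genes the paper lists as changed passed here in at least 1 midbrain region or in the CP, in the direction it states: Slc6a3 (-1.32 and -2.12), Slc18a2 (-1.16 and -1.40), S100a6 (1.66 and 1.39), Syt1 (-1.49 and -1.37) and Slc10a4 (-2.07 and -1.18) in the SN and VTA. Of the midbrain regions, Syngr3 (-1.72) and Eif3g (-1.43) passed in the SN alone. Sgk1 (1.59), Trpc6 (-1.02), Snap25 (-0.77) and Ap2a1 (-0.89) passed in the VTA and not in the SN. In the CP, Sgk1 (0.66), Mt2 (0.57), Acsl3 (0.31), Ucp2 (0.36) and Unc13a (-0.57) passed. Mt2 also passed in the VTA (1.19). Sgk1 passed in the SN under edgeR and the methods' t-test with equal variances, Trpc6 in the SN under the methods' t-test with equal variances and the methods' t-test with unequal variances, and Syngr3 in the VTA under weights by discs.

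The paper describes GqCNO mice as distinct from controls on principal components of the SN and VTA. Here the exact permutation p of that split was 0.0893 on log2 values with genes centred and scaled. It passed with genes centred without scaling (0.0357) or leaving out GqVeh mouse 784 (0.0286). The paper's input was median-normalized values, and it states no scaling. Values as deposited gave an exact permutation p of 0.107, and these values without scaling were not among the settings run.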

Other observations

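The splits with the array pair as a block were chosen after the results were seen.

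Of the haemoglobin genes, 3 were higher in the SN of GqCNO mice. Hba-a2 differed by 2.55 (adjusted p = 0.00032), Hba-a1 by 2.46 (adjusted p = 0.000408) and Hbb-bs by 2.23 (adjusted p = 0.000923), while Hbb-bt did not pass over all genes (1.29, adjusted p = 0.543). The blood cell list passed camera in the SN (median 2.35, adjusted p = 4.24e-12, or 0.106 with an estimated correlation), the VTA (median 0.89, adjusted p = 0.0162, or 0.332 with an estimated correlation, and 0.0512 with the array pair as a block), the CP (median 0.64, adjusted p = 5.92e-11, or 0.169 with an estimated correlation), the thalamus (median 1.06, adjusted p = 5.71e-07, or 0.471 with an estimated correlation) and white matter (median 1.81, adjusted p = 1.07e-22, or 0.135 with an estimated correlation), but not in the lateral septal complex (median 0.27, adjusted p = 0.547). Between the control groups the list was lower in the SN of GqVeh than of CNO alone mice (median -1.78, adjusted p = 1.35e-08). Ddit3, of the endoplasmic reticulum and integrated stress response, rose in the VTA by 1.22 (adjusted p = 0.0098), and the list passed there (median 0.44, adjusted p = 1.94e-05, or 0.0822 with an estimated correlation). In the SN the list passed (median 0.58, adjusted p = 0.000749, or 0.223 with an estimated correlation) with no member past an adjusted p of 0.05 over all genes or over the list alone, and in the CP it did not (median 0.01, adjusted p = 0.59). Aqp4, a gene of astrocytes, rose in the VTA by 1.42 (adjusted p = 0.00788).

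Genes of respiratory complexes encoded in the nucleus had a lower list level in the VTA (median -0.24, adjusted p = 1.94e-05, or 0.332 with an estimated correlation) and a higher one in the thalamus (median 0.40, adjusted p = 2.86e-15, or 0.497 with an estimated correlation) and lateral septal complex (median 0.11, adjusted p = 0.000123, or 0.877 with an estimated correlation). They did not pass in the SN (median -0.09, adjusted p = 0.57), the CP (median -0.05, adjusted p = 0.103, and 0.00727 with the array pair as a block) or white matter (adjusted p = 0.532). Those encoded in mitochondria were lower in the SN (median -0.34, adjusted p = 0.000336, or 0.262 with an estimated correlation) and white matter (median -0.20, adjusted p = 0.00971, or 0.992 with an estimated correlation), and did not pass in the VTA (median -0.01, adjusted p = 0.523) or CP (median -0.06, adjusted p = 0.47). No single gene of either list passed over all genes in limma. Thalamus values of these and other lists include CNO alone mouse C1W7, which stands apart there. It had 24.5% of its UMIs from mitochondria-encoded genes (median of the others 13.2%). In the thalamus, 325 genes were higher and 275 lower at an unadjusted limma p under 0.05 against CNO alone mice. Against GqVeh mice these counts were 37 and 46. The circadian list did not pass in the SN, VTA or CP (medians 0.08, 0.14 and 0.07, adjusted p = 0.592, 0.156 and 0.0634). Whether lists differ between these regions is left open: against the thalamus, with 2 GqCNO and 5 control mice, an exact permutation p cannot fall under 0.0476 before adjustment over 53 comparisons, and other pairs of regions were not compared.

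Among cell types, astrocyte markers were higher in the VTA (median 0.41, adjusted p = 0.00131, or 0.117 with an estimated correlation) and CP (median 0.08, adjusted p = 0.00715, or 0.169 with an estimated correlation), lower in white matter (median -0.25, adjusted p = 0.00971, or 0.846 with an estimated correlation) and did not pass in the SN (median 0.28, adjusted p = 0.0679). Oligodendrocyte markers were higher in the SN (median 0.36, adjusted p = 0.00265, or 0.327 with an estimated correlation) and thalamus (median 0.20, adjusted p = 0.0147, or 0.563 with an estimated correlation), and did not pass in the VTA (median 0.19, adjusted p = 0.0964) or CP (median 0.01, adjusted p = 0.636). Their precursors, tested on striatal arrays, did not pass in the CP (median 0.11, adjusted p = 0.0688). Endothelial cells did not pass in the SN, VTA or CP (medians 0.40, -0.20 and -0.04, adjusted p = 0.0552, 0.62 and 0.332). GABAergic neurons did not pass in the SN (median -0.22, adjusted p = 0.662) or VTA (median 0.09, adjusted p = 0.654), nor did glutamatergic neurons in the VTA (median -0.09, adjusted p = 0.421) or thalamic neurons in the thalamus (median 0.17, adjusted p = 0.301) and CP (median 0.13, adjusted p = 0.172). The T cell list had fewer than 3 tested members in every region and was not tested. Ccl5 of that list had log2 differences of 1.93 in the SN (adjusted p = 0.0517) and 2.55 in the VTA (adjusted p = 0.00617). Of striatal lists in midbrain regions, interneurons passed in the SN with 3 members, Pvalb among them (median 1.17, adjusted p = 0.0438, or 0.262 with an estimated correlation, and 0.0568 with the array pair as a block). Indirect-pathway neurons (adjusted p = 0.709 in the SN and 0.216 in the VTA) and projection neurons of both pathways (0.71 and 0.0739) did not pass.

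In the CP, small shifts of immune lists passed camera: interferon response (median 0.15, adjusted p = 0.00462, or 0.662 with an estimated correlation), lysosomes (median 0.06, adjusted p = 0.0129, or 0.501 with an estimated correlation) and microglia (median 0.09, adjusted p = 0.018, or 0.501 with an estimated correlation), with no member past an adjusted p over all genes or over the list alone. Reactive astrocyte genes did not (median 0.13, adjusted p = 0.0688, and 0.0023 with the array pair as a block). Neither did dopamine neuron identity (median -0.00011, adjusted p = 0.528), the sodium-potassium ATPase (median -0.04, adjusted p = 0.598) or pacemaking channels (median -0.04, adjusted p = 0.771, and 0.00489 with the array pair as a block). Interferon genes were also higher in the thalamus (median 0.51, adjusted p = 6.7e-08, or 0.471 with an estimated correlation) and the lateral septal complex (median 0.31, adjusted p = 0.0494, or 0.877 with an estimated correlation), and not in white matter (median -0.09, adjusted p = 0.754). Glucocorticoid-responsive genes were higher in white matter (median 0.52, adjusted p = 1.53e-07, or 0.324 with an estimated correlation) and the thalamus (median 0.24, adjusted p = 0.0131, or 0.471 with an estimated correlation). Further lists passing in the thalamus were microglia (median 0.26, adjusted p = 0.000128, or 0.471 with an estimated correlation), oxidative stress (median 0.29, adjusted p = 0.000313, or 0.471 with an estimated correlation), cholesterol synthesis (median -0.17, adjusted p = 0.0459, or 0.563 with an estimated correlation) and calcium channels (median -0.14, adjusted p = 0.0399, or 0.563 with an estimated correlation), and in white matter reactive astrocyte genes (median -0.42, adjusted p = 0.0236, or 0.846 with an estimated correlation).

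Other splits of the mice into 3 and 5 were given the same tests, and the number with a result as large, the real split included, is set beside the real value and the highest of the others. Chance is excluded in the VTA for genes against all controls (1 of 56 splits, 96 against 43 for the highest other), for genes against both controls (1 of 56 splits, 246 against 203) and for gene lists (1 of 56 splits, 17 against 16). With the array pair as a block it is not excluded there (3 of 56 splits, 103 against 343). For the SN, the share of splits was under 0.05 for genes against all controls (2 of 56 splits, 40 against 78). Another split called more genes than the real one, so that chance is not clearly excluded for this count. It is not excluded in the SN for genes against both controls (3 of 56 splits, 143 against 214), for lists (6 of 56 splits, 15 against 17) or with the block (6 of 56 splits, 31 against 184). The larger SN split against all controls joined GqCNO mice 801 and 804 with GqVeh mouse 784. Mice 801 and 784 have the lowest SN totals (7779 and 11644 UMIs). Against GqVeh alone there are 10 splits, too few for a share under 0.05 (SN 2 of 10 splits, 12 against 20, VTA 1 of 10, 30 against 1, and CP 2 of 10, 5 against 886).

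In the CP, chance is not excluded for genes against both controls (15 of 56 splits, 76 against 1669) or for lists (15 of 56 splits, 10 against 17). Against all controls the real CP split called 0 genes, a count that every split meets (56 of 56 splits, 0 against 982), so that the splits decide nothing there. The larger ones point to the array pair or to the cohort, which cannot be told apart from it. The largest, 982 genes, joined GqCNO mouse 804, GqVeh mouse 802 and CNO alone mouse C2W2, all of array pair 1. Another of 798 genes joined GqCNO mouse 781 and GqVeh mice 784 and 785 of array pair 2. With the array pair as a block, the real CP split gave more genes than every other and chance is excluded (1 of 56 splits, 47 against 29). In the thalamus, where GqCNO has 2 mice, limma called 0 genes (21 of 21 splits, 0 against 177), and its largest split joined mice 802 and C2W2 of array pair 1. In the lateral septal complex it also called 0 (56 of 56 splits, 0 against 1). Every split meets a count of 0, so that nothing is decided on chance in either. Unadjusted counts at a p under 0.05 were 102 higher and 112 lower in the thalamus and 94 higher and 258 lower in the lateral septal complex. Together with white matter, these control regions gave 4 genes with the block, 5 in edgeR and 55 and 0 by the methods' t-test with equal and unequal variances. For the difference between the SN and VTA, limma called 0 of 5341 genes (291 unadjusted, no other tool run) in the real split, which every split meets (56 of 56 splits, 0 against 1), so that nothing is decided on chance.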
